# Genome conformation capture reveals that the *Escherichia coli* chromosome is organized by replication and transcription

**DOI:** 10.1093/nar/gkt325

**Published:** 2013-04-30

**Authors:** Cedric Cagliero, Ralph S. Grand, M. Beatrix Jones, Ding J. Jin, Justin M. O’Sullivan

## Abstract

To fit within the confines of the cell, bacterial chromosomes are highly condensed into a structure called the nucleoid. Despite the high degree of compaction in the nucleoid, the genome remains accessible to essential biological processes, such as replication and transcription. Here, we present the first high-resolution chromosome conformation capture-based molecular analysis of the spatial organization of the *Escherichia coli* nucleoid during rapid growth in rich medium and following an induced amino acid starvation that promotes the stringent response. Our analyses identify the presence of origin and terminus domains in exponentially growing cells. Moreover, we observe an increased number of interactions within the origin domain and significant clustering of SeqA-binding sequences, suggesting a role for SeqA in clustering of newly replicated chromosomes. By contrast, ‘histone-like’ protein (i.e. Fis, IHF and H-NS) -binding sites did not cluster, and their role in global nucleoid organization does not manifest through the mediation of chromosomal contacts. Finally, genes that were downregulated after induction of the stringent response were spatially clustered, indicating that transcription in *E. coli* occurs at transcription foci.

## INTRODUCTION

Our understanding of the spatial organization of bacterial genomes and its relationship to cellular function is limited [for reviews see (1–3)]. Yet it is clear that despite not being enclosed in a nuclear membrane, bacterial nucleoids are spatially organized within a defined sub-fraction of the cell volume (4–11). Various molecular [reviewed in (2)] and recombination-based methodologies have been used to identify the existence of micro- and macrodomains within the *Escherichia coli* nucleoid [e.g. (2,5,8,12,13)]. The four structured macrodomains (∼0.5–1 Mb) that have been identified exhibit preferential intra-domain recombination between λ att sites, whereas inter-domain recombination is reduced (5,7,8,12,13). By contrast, microdomains are much smaller (average ∼10 kb) and have been linked to the topological isolation of supercoils (2,10). Collectively, micro- and macrodomains are hypothesized to be critical for maintaining global organization while enabling the local levels of compaction required to fit a circular chromosome with an extended diameter of ∼490 nm within a cell with a length as small as 1000 nm (2).

Unlike eukaryote chromatin, the bacterial nucleoid does not contain histones. However, nucleoid-associated proteins (NAPs), particularly histone-like proteins, such as histone-like nucleoid structuring (H-NS) protein, heat unstable nucleoid protein (HU), factor for inversion stimulation (Fis) and integration host factor (IHF), are believed to act like histones and play a significant role in the organization of the nucleoid (14–17). These NAPs exhibit DNA bending, looping and bridging properties *in vitro.* However, studies also indicate that *in vivo*, the role of the NAPs could be more regulatory than architectural [e.g. (18,19)]. Non-classical NAPs (i.e. SeqA, SlmA and MatP) have been recently characterized as exhibiting macrodomain-specific DNA-binding properties [reviewed in (16)] and may represent alternative candidates for organizational roles within the nucleoid.

The structure of the bacterial nucleoid is dynamic and affected by growth conditions and stress (15,20–23). For example, the relatively compact nucleoid present in fast growing cells is altered by treatment with serine hydroxamate (SHX), which induces the stringent response (24) and inhibits replication initiation through artificial amino acid starvation. In terms of the biology of the *E. coli* nucleoid, the overall effect of the SHX-induced amino acid starvation is an expansion of the nucleoid and a change in transcription patterns (25,26). This suggests a relationship between transcription and the organization of the nucleoid (27). However, the mechanism(s) behind the re-structuring of the nucleoid in response to growth and stress is still largely unknown.

Another long standing question is when and how the nascent nucleoid that arises from DNA replication segregates during bacterial cell growth [reviewed in (1)]. In *E. coli*, the time required for the replication of the nucleoid is fixed at ∼40 min (28). To maintain a fast growth rate, cells growing in rich media must initiate multiple rounds of replication before each division. Consequently, a typical cell growing in rich media contains up to 16 origins of replication (29). Whether the nascent nucleoids segregate rapidly (30–32) or remain associated after replication, by a cohesion-dependent mechanism (i.e. the cohesion model) as seen in eukaryotes (33,34), remains unresolved.

Advances in chromosome conformation capture (3C)-related methodologies (35) enable the direct high-resolution detection of chromosome organization [e.g. (36–40)]. Recently, chromosome conformation capture carbon-copy (5C) was used to generate a global DNA:DNA contact map for *Caulobacter crescentus* synchronized swarmer cells (9). Here, we present a high-resolution analysis of the DNA:DNA interactions within *E. coli* nucleoids in rapidly growing and starved cell populations. Using genome conformation capture (GCC), we observe a clear relationship between DNA:DNA interactions, copy number and DNA replication. This suggests that nucleoids remain associated after replication, consistent with the cohesion model. Furthermore, SeqA-binding sites exhibit replication-dependent clustering, whereas binding sites for the major histone-like proteins (Fis, H-NS and IHF) did not. Finally, we observe a correlation between gene regulation and spatial clustering.

## MATERIALS AND METHODS

### Strains and growth conditions

For GCC analyses (36), *E. coli* strains (Supplementary Table S1) were recovered from −80°C on Luria Bertani (LB) agar (2%) plates (24 h, 37°C). LB medium (3 ml, Gibco) starter cultures were inoculated and grown (37°C, 220 rpm, 16 h). The optical density (OD_600_) of cultures was measured and used to inoculate LB test cultures to an OD_600_ of ∼0.02. The test cultures were grown (37°C, 220 rpm) until the OD_600_ reached ∼0.25, and the cells were harvested. For the SHX-treated samples, the cultures were treated with SHX (500 µg/ml, 30 min) before harvesting.

### Genome conformation capture

*E. coli* chromatin was prepared according to Rodley *et al.* (36) with minor modifications. In brief, 5 × 10^9^ formaldehyde cross-linked (1%) cells were lysed (Supplementary Materials and Methods) in the presence of protease inhibitor (Roche), and the chromatin was collected (21 500*g*, 20 min, 4°C). Chromatin was washed and suspended in chromatin digestion buffer (10 mM Tris–HCl, pH 8.0, 5 mM MgCl_2_ and 0.1% TritonX-100). Chromatin samples were digested with HhaI (100 U, New England Biolabs), diluted (∼20-fold) and ligated with T4 DNA ligase (20 U, Invitrogen). A ligation control was added to the digested chromatin (Supplementary Materials and Methods and Supplementary Table S2) before ligation. After ligation, cross-links, protein and RNA were removed. pUC19 plasmid was added as a sequencing control before three extractions with 1:1 phenol:chloroform. DNA was column purified (Zymo, DNA clean and concentratorTM^−^^5^ kit) according to the manufacturer’s instructions and eluted in milliQ H_2_O. Three micrograms of purified DNA was sent for paired-end sequencing (100 bp) at the ATC sequencing facility (Rockville, MD, USA) on an Illumina Hi-Seq.

### Genome conformation capture network assembly, effects of sample production and processing and bioinformatics analysis

To identify interacting DNA fragments from the paired-end sequence reads, network assembly was performed using the Topography suite v1.19 (41). GCC networks were constructed from 100-bp paired-end Illumina Genome Analyser sequence reads (Supplementary Materials and Methods). Except where indicated, bioinformatics and statistical analyses were performed on interactions identified by sequence reads that were uniquely mapped onto the reference genome and were above the cut-off value derived from the ligation control interactions (Supplementary Materials and Methods). A breakdown of the interactions present in the *E. coli* samples is provided in Supplementary Table S3. The effect of bar-coding, sequencing lane and biological replicates on the correlation between samples was quantified using the Cohen’s Kappa statistic, showing that these factors did not strongly affect sample correlations (Supplementary Materials and Methods). All bioinformatics analysis was performed using in house Perl and Python scripts (Supplementary Materials and Methods). Except where indicated, statistical analyses were performed in R (42).

### Genome copy number

Copy number was determined across the *E. coli* genome using control-free copy number and genotype caller (Control-FREEC) (43). The *E. coli* input sequences were in the SAM format, genome length was set at 4 639 675 bp, window size = 1000 and telocentromeric = 0. The GC profile was calculated and included.

### Transcription microarray

Briefly, similar to GCC, *E. coli* was grown in LB (Gibco, lot 817849) to an OD_600_ ∼0.2 and harvested directly, or first treated with SHX before RNA isolation. RNA was isolated using hot phenol and finally suspended in DEPC-treated water (Invitrogen). The cDNA libraries were constructed using a SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen) and sent to Roche-Nimblegen for microarray hybridization. Each experiment (exponential or SHX) is a pool of three biological replicates. A total of two technical replicates were performed per condition (exponential and SHX). Genes that were significantly up- or downregulated in SHX-treated compared with exponential samples were identified by calculating the log2 of the SHX/exponential ratio (Supplementary Materials and Methods and Supplementary Tables S4 and S5).

### MatS, SeqA, SlmA and NAP clustering analyses

NAP-binding sites were obtained from Grainger *et al.* (18). MatP-binding sites (MatS) were obtained from Mercier *et al.* (5). Regions for analysis were defined by taking a specified number of bases (50, 100 or 250 bp) either side of the peak binding position for NAPs or center of the MatP-binding site for MatS. For SeqA, the strongest 135 confirmed SeqA-binding sites were obtained from Sanchez-Romero *et al.* (44), and the 24 defined SlmA-binding sites were obtained from Cho *et al.* (45). To determine whether these regions could be found in a different interacting environment compared with what would be expected by random chance, the total number of interactions with each of the individual regions and the number of interactions that occurred between the regions of interest (i.e*.* clustering) was determined from our GCC interaction network. We then generated 1000 random data sets of the same number and length (bp) as the actual region data set using two methods: (i) randomly selecting a start position for each region and then making it the same length as the region for which the random coordinate was being generated [i.e. random spacing (RS)]; or (ii) randomly select the start position for the first region and then sequentially determining the start and end position of all the other regions in the set such that the linear distances between regions were maintained [i.e. conserved linear spacing (CLS)]. This ensured that the particular interaction frequencies we observed were not because of the linear arrangement of the regions around the circular genome. One thousand random data sets were generated for the RS and CLS methods, and the total interaction and clustering frequencies were calculated from our GCC interaction network. The frequency with which the total interaction and clustering frequency of the actual data was higher or lower than the random data sets was used to estimate significance.

### Interactions and clustering of genes that significantly change their expression level on SHX treatment

Genomic coordinates of genes that significantly change their expression level on treatment with SHX were obtained from http://regulondb.ccg.unam.mx/data/GeneProductSet.txt. The total number of interactions with each of the individual genes and the number of interactions that occurred between the genes of interest was determined as for MatS, SeqA, SlmA and NAP clustering, as described earlier in the text.

## RESULTS

In GCC, the spatial organization of the nucleoid is captured by formaldehyde cross-linking within intact cells before cell lysis and the isolation of the nucleoid (Figure 1A). Once isolated, the nucleoid is digested, diluted and incubated with DNA ligase to enable the capture of spatially proximate but linearly separated loci (Figure 1A) (36). This produces an interaction library that can be sequenced to identify the network of chromosomal interactions occurring at the moment of cross-linking. GCC differs from current competing unbiased 3C technologies in that all DNA material is sequenced without the previous selection of DNA fragments containing ligation products. Therefore, there are no enrichment introduced biases, and DNA copy variation can be determined.

**Figure 1.**
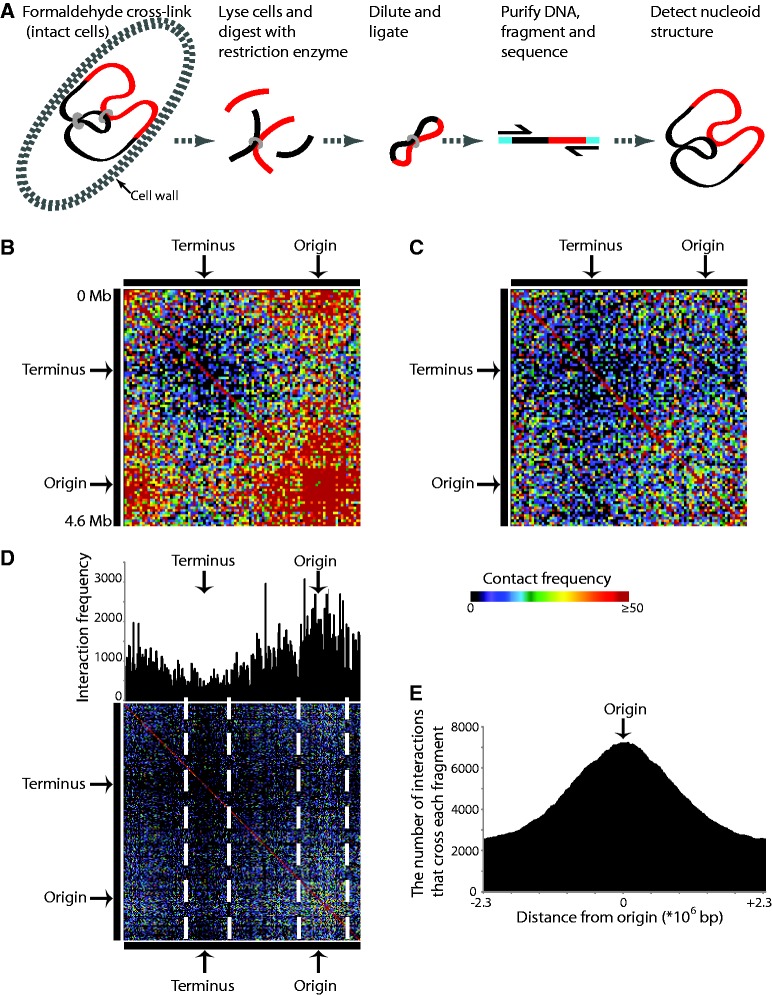
Ori and Ter domains are present within the *E. coli* nucleoid. (**A**) Schematic of the GCC procedure (36). Intact cells are cross-linked with formaldehyde before lysis, and the cross-linked nucleoids are isolated. The nucleoids are restriction digested, diluted and ligated to generate an interaction library. The interaction library is sequenced, after the addition of sequencing adapters (blue bars), and the network of interactions that define the nucleoid organization is determined. (**B**) Genome-wide contact matrix (50-kb bins) for exponentially growing *E. coli* nucleoids. The matrix highlights the Ori (high contact region) and Ter domains (low contact region). (**C**) Genome-wide contact matrix (50-kb bins) for nucleoids isolated from SHX-treated *E. coli*. The Ori and Ter domains remain visible. (**D**) Genome-wide contact matrix (20-kb bins) and bar graph for exponentially growing nucleoids highlighting regions of low interaction frequency (‘domain boundaries’) surrounding the Ori and Ter regions. (**E**) Frequency of exponential phase interactions that cross each restriction fragment plotted as a function of distance from the Ori (0). Fixed boundaries are not observed. The profile for the SHX-treated cells is not different (data not shown).

GCC relies on the intra-molecular ligation of cross-linked loci. However, inter-molecular ligation events resulting from random associations during the procedure can also occur, leading to false positives. To reduce the chances of isolating false positives, we (i) induce expansion of the nucleoid by isolation in a high-salt environment [a ‘high-salt nucleoid’ (2)], following cross-linking of the interacting loci; and (ii) added external ligation controls during GCC library preparations to empirically measure the background level of random inter-molecular ligation events. Thus, we determined a cut-off, for the minimum number of sequences representing any one interaction, above which interactions were deemed significant (Supplementary Materials and Methods). The following analyses were only performed on interactions that were above this significance threshold.

### Origin and terminus domains exist within the *E. coli* nucleoid

Chromosome interaction networks were determined for rapidly growing cells in rich medium harvested at early exponential phase and exponential cells treated with SHX (Figure 1B and C). 

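Genome conformation capture (GCC) records which parts of a chromosome lay close together: DNA is cross-linked in the cell, digested with HhaI and ligated, so that a read pair with its ends in distant HhaI fragments is read as a ligation of these fragments. Cells were grown in LB to an OD600 of 0.25 and cross-linked directly (exponential) or after 30 min with SHX at 500 µg/ml (SHX). Each condition had 2 biological replicates, and the first was sequenced as 3 technical libraries, with reads of 100 bp from both ends. The authors combined the 4 libraries of a condition, so that there is 1 network per condition and no value can be set against a spread between replicates. The deposited networks list the raw number of read pairs for each pair of fragments, before any cut-off, on a reference genome of 4639675 bp. In the exponential network 50762413 read pairs fell on 1732760 pairs of fragments, and in the SHX network 46962408 read pairs fell on 2105499. The 34249 HhaI fragments seen in either network had a median length of 83 bp, and 814 of them, marked as repeated sequence or mobile elements, were left out. An interaction is, as in the paper, a pair of fragments with at least 5 read pairs, and a long distance interaction spans more than 800 bp. Pairs of fragments under this cut-off held 92.6% of the long distance read pairs of the exponential network and 97.0% of those of the SHX network. The 95% confidence intervals given for counts (exact Poisson, and exact conditional binomial for the ratio of 2 counts) cover counting error only, not the variation between cultures.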

The exponential phase chromosome interaction network (Figure 1B) is dominant in two regions: (i) a high frequency interaction domain surrounding the origin (Ori); and (ii) a low frequency interaction domain surrounding the terminus (Ter). These Ori and Ter domains are also present in the interaction network for the SHX-treated samples, although they are less pronounced (Figure 1C). 

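Long distance interactions were counted between different 50-kb bins within 500 kb to either side of the origin (3923883 bp) and of the dif site. In the exponential network the domain around the origin held 2487 of them (95% interval 2390 to 2587) and the domain around dif held 176 (151 to 204). This came to 13.1 and 0.926 interactions per pair of bins, and the Ori count was 14.1 times the Ter count (12.1 to 16.6). Narrower domains of 250 kb to either side moved this ratio most, to 32.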

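Under SHX 587 long distance interactions fell within the Ori domain (95% interval 540 to 636) and 153 within the Ter domain (130 to 179), or 3.09 and 0.805 per pair of bins. Their ratio was 3.84 (3.21 to 4.61). The exponential ratio was 3.68 times the SHX ratio (2.91 to 4.66, log normal approximation from the 4 counts), and a cut-off of 10 read pairs brought this factor to 2.00. Without a cut-off, the Ori count exceeded the Ter count 14.4 times in the exponential network and 5.65 times in the SHX network.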

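Ends of long distance interactions were counted in 20-kb bins along the chromosome. Exponential cells had a mean of 281 ends in the 50 bins of the Ori domain, 78.1 in the 48 bins of the Ter domain and 161 in the 132 bins outside both domains. Of these 132 bins, 10 lay below the mean of the Ter domain, and the lowest, at 564208 to 584208 bp, had 24 ends. The lowest bin of the Ori domain, at 4163883 to 4183883 bp, had 85. The lowest bins of the SHX network were at the same positions, with 7 and 24 ends. Its means were 88.5 ends in the Ori domain, 43.2 in the Ter domain and 75.2 elsewhere, with 17 of the outside bins below the Ter mean. Read depth was also low in both lowest bins. Exponential read pairs within a fragment or between neighbours, per base and relative to the Ter domain, were 0.649 and 0.108 in the 10-kb bins of the lowest outside bin. To either side they were 1.64 and 2.00. The lowest Ori bin had 0.519 and 1.86, against an Ori mean of 3.70. These low numbers of ends may therefore follow read depth.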

Higher resolution (i.e. 20 kb) emphasizes that the exponential phase interaction network contains regions that have a demonstrably lower average interaction frequency than the adjacent Ori and Ter domains (Figure 1D). We attribute these reductions to the presence of non-fixed domain boundaries within the population. We predicted that these boundaries would reduce interactions between domains, and that this would be manifested as a reduction in the interactions that cross the boundary regions. However, despite the obvious Ori preference, there is no sharp reduction in the numbers of interactions that cross our apparent domain boundaries (Figure 1E). 

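Non-adjacent interactions whose shorter arc spans a position were counted every 10 kb. In the exponential network the number was highest at 3953883 bp (7367 interactions) and lowest at 1463883 bp (2536), with 2569 at dif, so that the highest number was 2.90 times the lowest. From one position to the next the number changed by a median of 0.418%, and the largest change, at 1383883 bp, was 2.01%. The SHX network had 2711 interactions at its highest and 1415 at its lowest position, a ratio of 1.92, and its largest change was 2.95%. With each interaction weighted by its read pairs, the largest change was 17.5% in the exponential and 27.3% in the SHX network.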

Despite the diffuse boundaries for the Ori and Ter domains, we observe several noticeable reductions in the interaction frequency at various locations in the chromosome that could represent additional domain boundaries.

### Interactions within the Ori and Ter regions are linked to replication

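The exponential network had 20888 fragments with at least 5 read pairs inside the same fragment and 30171 pairs of neighbouring fragments with at least 5 read pairs. Such read pairs can also come from DNA that was not cut or ligated. The SHX network held 20787 self and 30003 adjacent interactions. The sums, 51059 and 50790, had a ratio of 1.01 (95% interval 0.993 to 1.02).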

Comparisons of the chromosome networks from the exponential and SHX-treated cells identified similar levels of self and adjacent interactions (Supplementary Table S3). However, SHX treatment results in fewer long distance interactions (between 800 bp and half the length of the genome, respectively; Supplementary Figure S1A), shorter loop lengths (Supplementary Figure S1B) and reduced numbers of partners per fragment (Figure 2A and Supplementary Figure S2) when compared with the exponential network. These observations are consistent with SHX, decreasing the overall compaction of the nucleoid (21–23).

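The exponential network held 19551 long distance interactions and the SHX network 8250, a ratio of 2.37 (95% interval 2.31 to 2.43). When the exponential network was thinned to the number of read pairs of the SHX network, the ratio was 2.06. A cut-off of 3 read pairs gave 1.51. The order turned below this, at cut-offs chosen after the counts were seen: pairs of fragments with at least 2 read pairs numbered 325603 in the exponential and 347923 in the SHX network (ratio 0.936), and without a cut-off there were 1504317 and 1874561 (ratio 0.802). The mean loop length over non-adjacent interactions was 226 kb in the exponential network (standard error across interactions 1.75 kb) and 125 kb in the SHX network (1.54 kb). Over long distance interactions alone the order was reversed, with 1085 kb in the exponential and 1123 kb in the SHX network. The exponential minus SHX difference was also negative at a cut-off of 2 read pairs (-72.7 kb) and without a cut-off (-67.7 kb). Fragments with a partner in either network had a mean of 8.08 partners in the exponential and 6.88 in the SHX network, self and adjacent partners included. From fewer long distance interactions, shorter loops and fewer partners, the paper proposes that SHX decreases the compaction of the nucleoid.

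**Figure D1:**
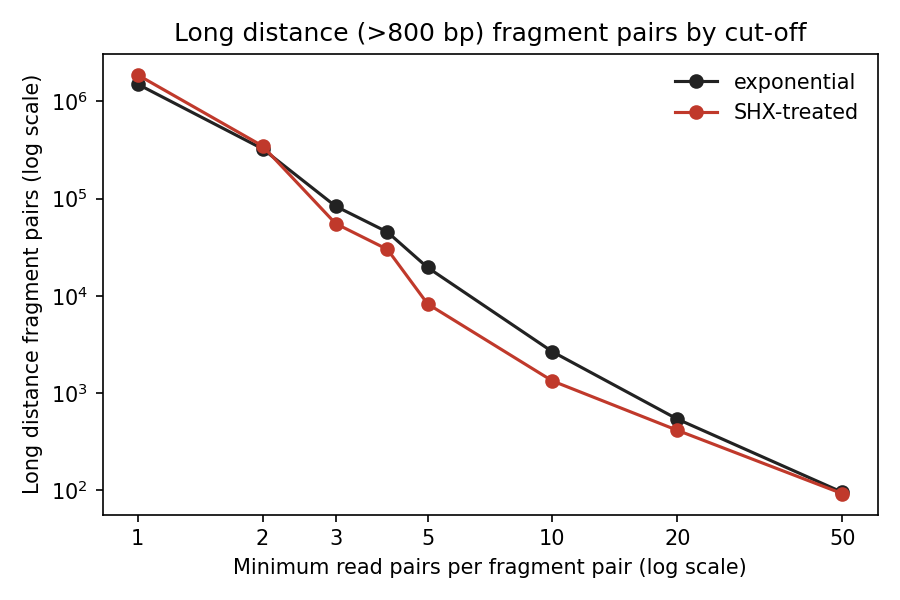
Number of long distance fragment pairs (log scale) against the minimum number of read pairs per fragment pair (log scale), in the exponential (black) and the SHX-treated (red) network. The SHX network lies above the exponential network without a cut-off (1874561 against 1504317) and below it at the cut-off of 5 (8250 against 19551).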

**Figure 2.**
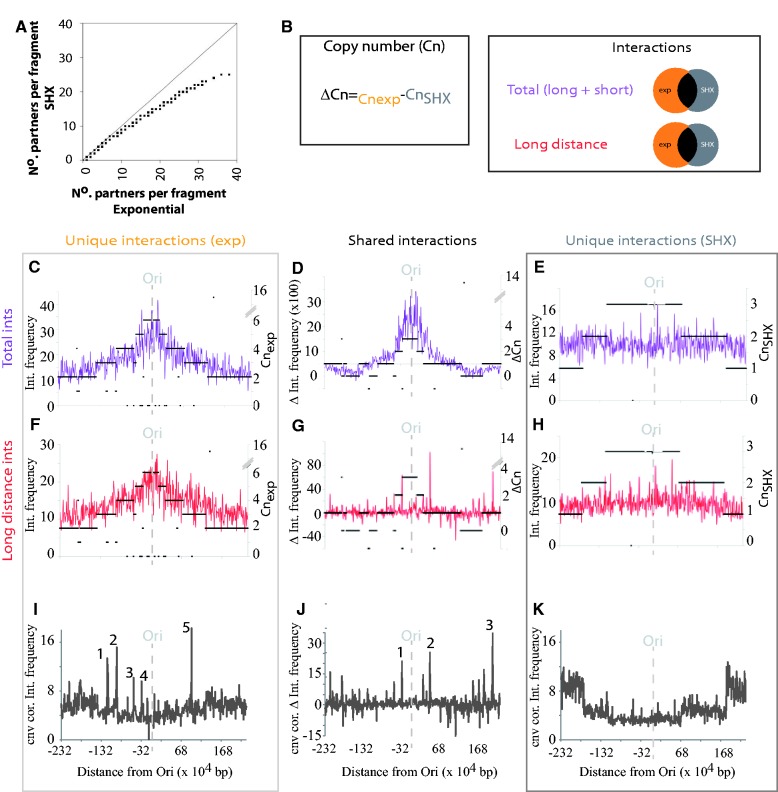
Origin proximal interactions are more frequently detected. (**A**) Fragments that interact have more partners in the exponential nucleoids as opposed to SHX-treated nucleoids. The 45° line shows the expected pattern if the number of partners for each fragment is equal in both conditions. (**B**) Schematic of the copy number and interaction comparisons that were performed. Comparisons between interaction frequency and copy number: (**C–E**), total observed interactions; (**F–H**), long distance (>800 bp) interactions. (C) Interactions that are specific to exponential phase growth correlated with copy number. (D) Differences in frequency for shared interactions between exponentially growing and SHX-treated *E. coli* cells indicate a correlation with copy number. (E) Interactions that were specific to SHX-treated cells are copy number independent. (F) Exponential phase-specific long distance interactions correlated with copy number. (G) Removal of short distance interactions (≤800 bp) removed the copy number dependence of the shared interactions. (H) SHX-specific interactions were independent of copy number. (**I**) Correction of exponential-specific long distance interactions identifies five peaks (I1–5) of increased interactions at positions (I1) 2 753 883–2 773 883, (I2) 2 983 883–3 003 883, (I3) 3 413 883–3 423 883, (I4) 3 613 883–3 623 883 and (I5) 224 208–234 208 bp. (**J**) Correction of shared long distance interactions identifies three peaks (J1–3) of increased interactions at positions (J1) 3 643 883–3 653 883, (J2) 4 383 883–4 393 883 and (J3) 1 404 208–1 414 208 bp. (**K**) Correction of SHX-specific long distance interactions for copy number identifies a decrease in the relative frequency of interactions at the origin compared with the terminus. Interactions were tallied for 10 000-bp bins and corrected for the number of fragments per bin. Vertical, gray broken lines denote the position of the origin of replication. Copy number is depicted by black horizontal bars.

The high frequency of replication initiation in rapidly growing cells leads to an enrichment of origin-proximal loci, which could explain the pronounced increase in the number of partners observed in this region in exponentially growing cells (Supplementary Figure S2A). By contrast, treatment with SHX reduces this bias (Supplementary Figure S2B). These results are consistent with the inhibition of replication initiation after SHX treatment leading to a reduction in the Ori:Ter copy number ratio (46) or structural alterations within the origin domain.

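Fragments of the exponential network within 500 kb of the origin had a mean of 9.70 partners and fragments within 500 kb of dif a mean of 6.41.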

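The corresponding means in the SHX network were 7.42 partners per fragment near the origin and 5.91 near dif. From the smaller difference the paper proposes either that inhibited initiation of replication lowers the Ori:Ter copy number ratio, or that the structure of the origin domain changes.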

To investigate whether interaction frequencies are affected by differences in copy number across the bacterial chromosome because of DNA replication, we compared interaction patterns and copy number before and after SHX treatment. Interactions were grouped according to the linear distance between the interacting loci and occurrence in the different environmental conditions (Figure 2B and Supplementary Table S3). The distribution of interaction strength and copy number relative to the origin was determined (Figure 2C–K). Exponential phase-specific and shared short distance interactions correlate with copy number (Figure 2C, D and F). By contrast, SHX-specific or shared long distance interactions do not correlate with copy number (Figure 2E, G and H). 

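Read pairs were summed per 10-kb bin and divided by the number of fragments of the bin that take part. Copy number was taken from the self and adjacent read pairs of the bin per base, relative to the mean of the Ter domain. Across bins, Spearman's rho with copy number was 0.849 for all exponential-specific interactions and 0.756 for the long distance ones. Shared interactions of all distances include the self and adjacent read pairs that make up the copy number, so they were tested, as a later choice, with non-adjacent interactions only. Their exponential minus SHX frequency had a rho of 0.939 with the exponential minus the SHX copy number. Only 1926 of the 64506 shared non-adjacent interactions were long distance. Read pairs of the short ones, like self and adjacent read pairs, can also come from DNA that was not cut or ligated. The rho of 0.939 may therefore largely set read depth against read depth, and it cannot decide whether shared contacts follow copy number. Each relation used 464 bins, which are neighbours and not independent replicates, and had a two-sided permutation p of 0.0022, the smallest that the 463 rotations of one profile against the other allow. For the exponential-specific relations p was 0.0026 after Benjamini-Hochberg adjustment over 6 relations. At a cut-off of 10 read pairs the long distance exponential-specific rho fell to 0.261. With copy number as the running median of 21 bins, chosen after the values per bin were seen, the exponential-specific rho values were 0.749 (p = 0.0237) and 0.682 (p = 0.0409).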

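Spearman's rho between frequency per bin and SHX copy number was 0.370 for all SHX-specific interactions and 0.369 for the long distance ones, and 442 bins with shared long distance interactions gave 0.298 for the differences between the conditions (p = 0.0043, rotations of the profiles). Both SHX-specific relations had the smallest p the rotations allow. A cut-off of 10 read pairs took rho to -0.134 (p = 0.5022) and 0.0234 (p = 0.7263), and a cut-off of 3 to 0.821 and 0.792. Division by the length of the bin in place of its fragments taking part raised them to 0.726 and 0.867. With copy number as the running median of bins, rho was 0.128 for all SHX-specific (p = 0.0022), 0.303 for long distance SHX-specific (p = 0.0065) and 0.276 for shared long distance interactions (p = 0.0733).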

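Self and adjacent read pairs, which do not depend on contacts between distant loci, were counted as a measure of copy number: 11501791 in the Ori domain and 3183906 in the Ter domain of the exponential network, and 8339725 and 3812599 in the SHX network. Per base, as the mean of 10-kb bins, the Ori domain had 3.70 times the read pairs of the Ter domain in the exponential network (95% interval 3.69 to 3.70) and 2.24 times in the SHX network (2.24 to 2.24). Within 100 kb to either side of the origin and of dif the ratios were 5.48 and 2.91. Self-interactions alone gave 3.48 and 2.11 for the whole domains.

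**Figure D2:**
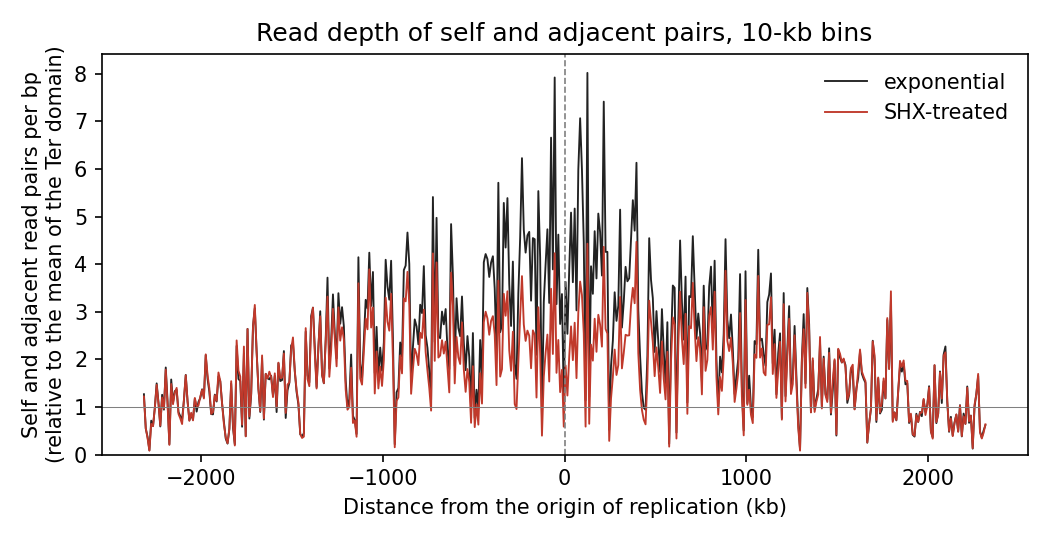
Self and adjacent read pairs per bp in 10-kb bins, relative to the mean of the Ter domain, against the distance from the origin of replication in kb, in the exponential (black) and the SHX-treated (red) network. The exponential line rises further towards the origin, 3.70 against 2.24 over the whole Ori domain, and single bins vary widely around it.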

Critically, the ratio of Ori to Ter regions within both the exponential and SHX conditions remains at 3:1 (compare copy number Figure 2C and E). Thus, the observed decrease in the frequency of the interactions within the origin domain (compare Figure 1B and C) is either because of a decrease in the absolute number of origin sequences or because of a structural alteration (e.g. expansion) of the Ori domain.

Correcting the frequency of long distance interactions by copy number, a feature of GCC, indicates that most genomic regions interact with similar frequencies within the exponential-specific and shared interaction sets (i.e. interactions that occur in both the exponential and SHX conditions; Figure 2I and J). However, there are several notable deviations from this trend (labeled peaks within Figure 2I and J). 

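After division by the copy number of the bin, the exponential-specific long distance interactions had a median of 7.05 read pairs per fragment taking part, with 5% of the bins below 3.75 and 5% above 23.3. In 65 of 464 bins the value exceeded the median 2 times. The shared set, as the exponential minus the SHX frequency, had a median of 0.581, with 5th and 95th percentiles of -6.64 and 11.7. A running median of 21 bins as copy number was chosen after the values per bin were seen. With it, 37 exponential-specific bins exceeded the median 2 times and the 95th percentile was 14.5. The highest exponential-specific bin was then 20.4, against 75.0 with the copy number of the bin.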

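The peaks were looked up at the positions that the legend of Figure 2 gives. Of the exponential-specific peaks, I2 reached 7.71 times the median bin (rank 3 of 464 bins), I1 reached 2.23 times (rank 49), I5 1.54 times, I3 1.13 times and I4 0.829 times. These 5 peaks held between 33 and 147 long distance interactions from 16 to 45 of their fragments, and the pair of loci with the most read pairs held between 3.61% and 6.18% of a peak. With copy number as the running median of 21 bins, chosen after these values were seen, I2 was at 1.05 times the median bin and I1 at 0.795 times. Of the shared peaks, J2 had rank 5 and J1 rank 9 of 442 bins, and J3 had rank 85. J1 held 4 interactions from 3 fragments, with 95.6% of its read pairs between yagG and gor. J2 held 8 interactions from 2 fragments, with 71.0% of the read pairs between orn and hsdM, and J3 held 4 interactions from 2 fragments, with 66% between fdrA and recE/recT. These joined loci were past the cut-off in both networks. With repeated fragments kept J3 ranked 6. As the difference of the 2 corrected profiles, the other form of the shared set, J1 ranked 414, J2 404 and J3 73, with negative values at J1 and J2.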

The observed deviations are due to interactions involving multiple fragments within each of the 10 000-bp segments that are plotted (Figure 2I and J). By contrast, copy number correction of the long distance SHX-specific interactions identifies an increase in the interaction frequency within the Ter domain. 

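The copy-number corrected SHX-specific long distance interactions had a mean of 11.7 read pairs per fragment taking part in the Ter domain and 5.87 in the Ori domain, a ratio of 1.99 (95% interval 1.61 to 2.47 from 1000 resamples of the bins). Before correction the means were 8.72 and 10.0. In the exponential-specific set the corrected means were 14.7 and 6.15, a ratio of 2.39. With copy number as the running median of bins, the ratios were 2.15 in the SHX-specific and 2.34 in the exponential-specific set. Per bin length and before correction, Ori was 2.07 times Ter in the SHX-specific and 3.79 times in the exponential-specific set. These values were near the copy number ratios of 2.24 and 3.70, so the higher Ter means depended on division by the fragments taking part.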

The remainder of the genome shows relatively even and low interaction frequencies within the SHX-specific interaction set (Figure 2K).

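Across the genome the corrected SHX-specific values had a median of 5.74 and 5th and 95th percentiles of 2.96 and 20.6, and 64 of 464 bins exceeded the median 2 times. The highest bin, at 574208 to 584208 bp, reached 108. Its 10 highest bins were all among the 46 bins with the lowest copy number values. With the running median in place of the copy number of the bin, 27 bins exceeded the median 2 times, the 95th percentile was 11.1 and the highest bin reached 18.4.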

### Clustering of MatP- and SeqA-binding sites links nucleoid structure and replication

To further investigate the link between replication and nucleoid organization, we determined the clustering and interaction properties of loci containing characterized protein-binding sites for the MatP, SlmA and SeqA proteins.

MatP is a protein that binds to matS sites and organizes the Ter macrodomain (5). Analyses of matS loci identify significantly (*P* < 0.008) high clustering (i.e. inter-matS loci interactions) within the exponentially growing cells (Supplementary Table S6). In contrast, clustering of matS sites was not detected in the SHX-treated cells. The clustering in the exponentially growing condition was attributed to a single specific interaction between matS10 and matS5 (Figure 3A). This interaction must result from intra- or inter-Ter associations of these matS sites (Figure 3A i–iv).

**Figure 3.**
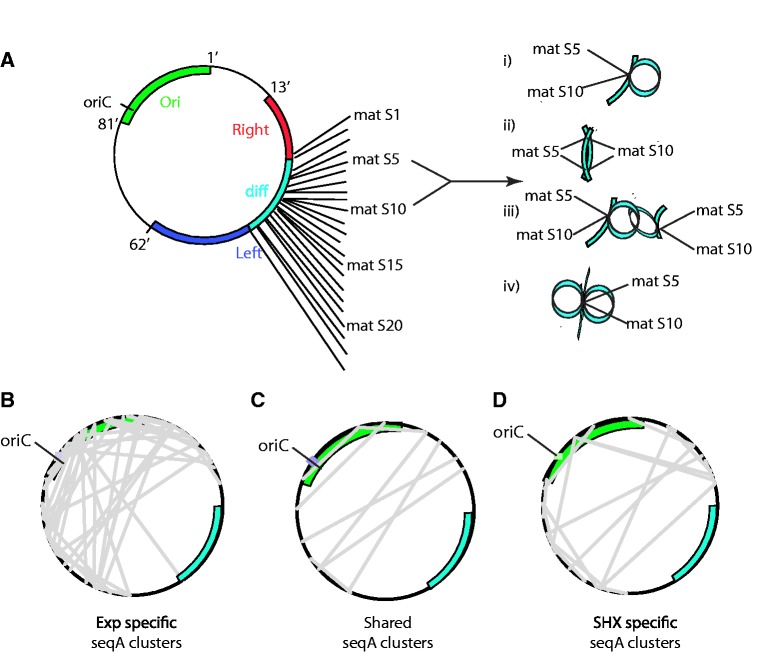
Binding sites for NAPs MatP and SeqA exhibit differing degrees of spatial clustering within the exponential and SHX-treated *E. coli* nucleoids. (**A**) Regions that centered on matS-binding sites [±50 bp; (5)] show significantly increased clustering in the exponential condition, despite having interaction levels that were no different from random (Supplementary Table S6). MatS site clustering is confined to two matS sites: matS5 and matS10 and may result from (A i) intra-chromosome interactions, or (A ii–iv) inter-chromosomal interactions. Critically, this clustering is not observed in the SHX-treated nucleoid. (**B**) Exponential-specific spatial clustering of SeqA-binding sites was concentrated around the origin. (**C**) Spatial clusters of SeqA-binding sites that were shared between conditions tended to occur between the left and right replichores. (**D**) SHX-specific interactions involved fewer SeqA-binding sites and tended to be toward the terminus (Supplementary Table S7).

The finding that SeqA binds as a dimer, which multimerizes to form a left-handed filament [reviewed in (47)], suggests that this protein may link spatially separated binding sites. Clustering of the 135 strongest confirmed SeqA-binding sites present within exponentially growing *E. coli* (44) was significantly higher than the random set (*P* < 0.05) (Supplementary Table S7). Moreover, these sites are significantly more prone to interact with other loci than random sites (*P* < 0.05; Supplementary Table S7). Visualizing the positions of the SeqA–SeqA interactions that formed within the *E. coli* genome showed that they tend to occur toward, and involve, the Ori domain in exponential cells (Figure 3B and C). 

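The 78 pairs of genes in Table S7 were looked up as interactions between the gene bodies, and 56 were past the cut-off in the exponential network. When all listed genes were rotated together round the chromosome 1000 times, a mean of 0.384 pairs was found (one-sided permutation p = 0.001, the smallest that 1000 rotations allow, adjusted p = 0.0013 over 8 tests). The highest number in a rotation was 37, from a shift of 256 bp, which is shorter than a gene. The listed pairs were chosen from these same networks, so the test is not independent evidence. A cut-off of 3 read pairs moved the number found most, to 58. Of the 51 pairs listed as exponential-specific, 48 were found. A locus within 500 kb of the origin took part in 21 of these 48, 23 of them crossed from the left to the right replichore, and the median distance of their loci from the origin was 787 kb.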

SeqA interactions that are shared between exponential and SHX-treated nuclei predominantly link the left and right replichores (Figure 3C). By contrast, cells treated with SHX have a reduction in clusters involving SeqA sites surrounding the Ori domain and more inter-replichore interactions toward the terminal domain (Figure 3C and D). This is consistent with the progression of active replication forks that were initiated before SHX treatment.

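All 8 pairs listed as shared were past the cut-off in both networks. Of these, 6 joined the left and right replichores and 3 had a locus within 500 kb of the origin. The median distance of their loci from the origin was 973 kb.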

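Of the 19 pairs listed as SHX-specific, 17 were past the cut-off in the SHX network and 0 in the exponential network. A locus of the Ori domain took part in 6 of the 17, and 4 joined the left and right replichores. The loci of these pairs had a median distance of 1068 kb from the origin. Of the 48 exponential-specific pairs found, 23 joined the replichores. Pairs across the replichores and within 200 kb of equidistant from the origin were 1 of the 17 SHX-specific, 2 of the 8 shared and 7 of the 48 exponential-specific pairs. Among all listed pairs, 26 were found in the SHX network. The paper proposes that these positions follow the progress of replication forks that started before SHX was added.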

SlmA binds at 24 defined sites within the genome (45) and acts to prevent FtsZ polymerization and premature cell division before complete chromosome replication. Analyses of the clustering and interaction profiles of *E. coli* SlmA sites demonstrated that clustering of these sites was not different from that observed for randomly selected sites (Supplementary Table S8). However, SlmA sites did exhibit a significantly increased propensity to interact with other genomic loci (*P* < 0.05) compared with randomly spaced elements for both exponential and SHX-treated cells (Supplementary Table S8). The significant increase in interaction frequency was lost when comparisons were made with random sets that have conserved linear spacing (Supplementary Table S8). Note that the differences observed in significance when the test data set was compared with randomly generated data sets (i.e. RS or CLS) confirm that the linear spacing of *E. coli* loci is important. Whether this is an effect or cause of spatial organization remains to be determined.

### Intra- or inter-NAP–binding site clustering does not contribute to the global organization of the *E. coli* nucleoid

We investigated the clustering and interaction properties of H-NS-, IHF- and Fis-binding sites, which are not enriched in any particular macrodomain. There is no detectable clustering for the 200-bp regions surrounding the Fis-, H-NS- and IHF-binding sites in either the exponential or SHX-treated nucleoids (Table 1). Moreover, the classical NAP-binding sites have depleted levels of interactions in exponentially growing *E. coli* cells (Table 1). These results can be explained by restrictions in the flexibility of the DNA (and, hence, reduced ligation efficiencies) because of the binding of the NAP. However, increasing the length of the region surrounding the binding site has no effect on the clustering (data not shown). Additionally, we do not observe intra-NAP–binding site clustering (Table 1), consistent with the temporal isolation of the expression of these NAPs (48).

**Table 1.** H-NS, IHF and Fis sites do not exhibit spatial clustering

	Interaction set	Genic regions		Non-genic regions		Clustering		Interactions	
		Clustering RS	Interactions RS	Clustering RS	Interactions RS	RS	CLS	RS	CLS
NAP^a^									
Fis	Exp	ND	Low**	ND	Low**				
	SHX	ND	NC	ND	Low**				
H-NS	Exp	ND	Low**	ND	Low**				
	SHX	ND	Low*	ND	Low**				
IHF	Exp	ND	Low*	ND	Low**				
	SHX	ND	NC	ND	Low**				
NAP (500 bp)^b^									
Fis, H-NS, IHF coding	Exp					NC	NC	Low**	Low**
	SHX					Low*	NC	Low***	Low***
Fis, H-NS, IHF non-coding	Exp					Low**	Low*	Low**	Low**
	SHX					Low**	NC	Low**	Low**

^a^The summed interaction or clustering strength for each condition was compared with 1000 random data sets with RS or CLS between each element (see ‘Materials and Methods’ section). Clustering of characterized H-NS-, IHF- and Fis-binding sites [±100 bp; (18)] located within coding and non-coding sequences was not detected. H-NS-, IHF- and Fis-binding sites had significantly lower interaction frequencies than random. However, treatment with SHX altered the interaction frequencies of genic H-NS and Fis sites such that they were no longer different from random. CLS results were the same as those observed for the RS. Short distance (<800 bp) and self-interactions were excluded from these analyses.

^b^Clustering of loci that contained one or more characterized H-NS, IHF and Fis sites (±500 bp) was no different to random (coding loci) or lower than random (non-coding loci), confirming that these elements do not cluster either individually or collectively.

*P < 0.085; **P < 0.001; ***P < 0.05.

NC, no change; ND, not detected.

### Genes up- or downregulated after SHX treatment exist in different spatial environments, confirming functional compartmentalization of the nucleoid

Eukaryotic studies have identified a non-random distribution of gene expression associated with the presence of spatially distinct environments that promote or inhibit nuclear functions [e.g. (49–51)]. Similarly, we observe that *E. coli* genes whose transcript levels increased or decreased in response to SHX treatment are overrepresented in some gene ontology terms (Supplementary Table S5) and are non-randomly distributed across the linear genome (Figure 4A and B) in a manner that does not correlate with GC content (Supplementary Figure S3A). There is no correlation between transcript level and interaction frequency at the level of specific restriction fragments (Supplementary Figure S3B and C). However, the SHX downregulated genes have high average transcript (*P* < 0.001; Supplementary Table S9), clustering and interaction (Figure 3C) levels in exponential phase cells. These results suggest that genes that are highly expressed in exponential phase and downregulated after SHX treatment are not only linearly but also highly spatially clustered. In conjunction with microscopic observations of large RNA polymerase clusters (foci) within exponentially growing *E. coli* cells (21), our results support the hypothesis that the highly expressed exponential phase genes are associated with transcription foci. Despite this, genes downregulated in response to SHX treatment (*P* < 0.001; Supplementary Table S9) remained highly clustered (Figure 4C). Similarly, upregulated genes within lowly clustered regions do not increase their clustering on activation (Figure 4C). As such, the maintenance of the clustering is independent of transcript levels and *ipso facto* transcription.

**Figure 4.**
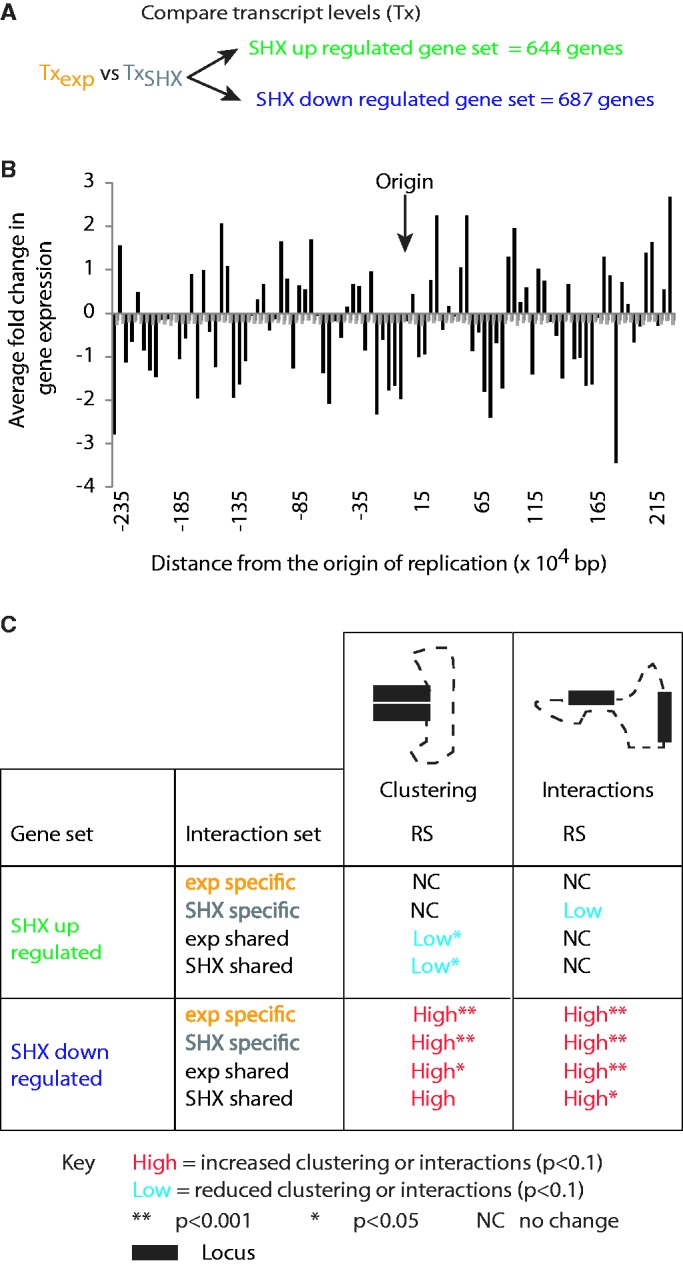
Annotated genes with transcripts that were up- (644 genes) or down- (687 genes) regulated after SHX treatment existed in different spatial environments. (**A**) Genes that changed transcript level (Tx) after treatment with SHX were identified. (**B**) Analyses of positions of the up- and downregulated genes across the *E. coli* genome identify non-random clustering within the linear sequence. Average expression levels were calculated for 50-kb bins. Grey bars indicate the average expression across 50-kb bins within a thousand randomized genomes. Autocorrelation analyses on the distribution of gene expression data across the genome demonstrated a strong predictive relationship up to 32 genes away (ACF: >0.83). (**C**) Clustering and interaction patterns for up- or downregulated genes demonstrate that up- and downregulated genes occupy specific spatial environments. The amount of clustering within the up- or downregulated gene sets, and between the up- or downregulated genes and other loci, was compared with 1000 randomly generated sets. One thousand random sets of equivalent size (number and length) to the up- or downregulated sets were generated such that they (i) randomized the spacing between elements (RS) or (ii) conserved the linear spacing between the elements (CLS) involved in the interactions. Clustering and interaction counts were determined individually for the condition specific and shared data sets. Clustering and interaction data are shown for both exponential (exp) and SHX shared interaction sets because despite the interaction being shared, the clustering or interaction frequency was specific for each condition. There were no significant differences for comparisons with either the RS or CLS random sets. These analyses were performed on long distance interactions only.

## DISCUSSION

The *E. coli* nucleoid has a complex structure that emerges from the sum of the cellular processes that occur within the bacterial cell. We identified two macrodomains within the *E. coli* chromosome interaction networks corresponding to the Ori and Ter domains that have been previously identified (5,7,8,12,13,52). However, the two remaining macrodomains [Left (L), Right (R)] and the two non-structured domains (NS) are not obvious within our data. Moreover, we did not identify hard boundaries surrounding either the Ori or Ter domain, consistent with earlier predictions (7,12). It remains possible that the L, R and NS domains and the domain boundaries were obscured because of the use of an unsynchronized population of cells. 

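Outside the Ori and Ter domains, the 20-kb bins of the left replichore had a mean of 163 ends of long distance interactions in the exponential network, and those of the right replichore a mean of 158. For the SHX network the means were 75.9 and 74.5.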

Alternatively, the formation of the macrodomains and the previously observed reductions in inter-domain recombination rates (12) could be achieved by a combination of mechanisms of which physical segregation is only one component. This explanation is supported by the observation that a low level of connectivity remains between the Ter and Ori domains. 

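Between the Ori and the Ter domain 1403 long distance interactions were counted in the exponential network, or 3.51 per pair of 50-kb bins. The SHX network had 583, or 1.46 per pair of bins. The counts within both domains, set as a product against the square of the count between them, gave 0.889 in the exponential and 1.06 in the SHX network. A value of about 1 is what contacts in proportion to the totals of both domains would give, with no preference for contacts within a domain.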

Critically, this connectivity occurs at levels above those observed for random inter-molecular ligation under our experimental conditions and indicates that although these domains are largely separated, there is some inter-domain mixing during the cell cycle. This is consistent with the observation that recombination rates between λ att sites are reduced but not completely abolished between these domains (12).

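Of the pRS426 ligation control, 0 pairs with a genome fragment reached the cut-off in the exponential network, which allows a share of up to 1.30% of its pairs. For the SHX network 0 pairs of the Lambda control reached it, but that control had only 3 pairs, too few to set a useful limit. The pUC19 sequencing control had 1 pair past the cut-off in each network, with 15 read pairs in the exponential and 20 in the SHX network. From interactions between the Ori and Ter domains above the level of the controls, the paper concludes that there is some mixing of these domains during the cell cycle.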

The chromosome interaction networks we identified within both exponential and SHX-treated *E. coli* cells contain variable numbers of short and long distance loops. The observation that the number of long distance interactions (long distance loops) reduced after treatment with SHX can be interpreted as indicating that the nucleoid expands under this condition, consistent with microscopic observations (21,22,53). Either the observed expansion is specific and directed as part of the stress response or it is a non-specific consequence of SHX acting on the factors that mediate the interactions (e.g. rapid protein turn over with no replacement). The exact reasons for the loss of interactions remain to be determined. However, the fact that SHX-specific interactions form indicates a directed alteration in nucleoid organization.

### Is the *E. coli* nucleoid shaped as a sausage or rosette?

The presence of short and long distance loops within both networks points to the *E. coli* genome folding into a series of DNA loops connected to a central node (i.e. a rosette). This interpretation agrees with electron microscope observations of isolated nucleoids [reviewed in (2)]. However, our observation that the Ter region has few contacts with itself (i.e. is extended in nature) and is less well connected to the remainder of the genome is consistent with previous observations made by David Sherratt’s group (4,54). Therefore, despite differences in growth rate between the studies (4), our data also support the hypothesis that the *E. coli* chromosome is organized as a sausage in which the bulk of the chromosome is organized into a compacted rod that is circularized by the Ter domain [Figure 5A (4,54)]. 

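Without a cut-off, 13178 pairs of fragments joined different 50-kb bins within the Ter domain of the exponential network (69.4 per pair of bins), against 190241 within the Ori domain. The SHX network had 25522 within the Ter domain (134 per pair of bins) and 144154 within the Ori domain. These Ori over Ter contact ratios were 14.4 in the exponential and 5.65 in the SHX network. The squares of the Ori over Ter copy number ratios were 13.7 and 5.01, so copy number alone would give most of this difference. From the few contacts of the Ter region the paper proposes that the chromosome forms a compacted rod that the Ter domain closes into a circle.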

The apparent dichotomy of these interpretations is reconcilable through the realization that the isolation of a sausage-shaped genome during preparation for electron microscopy would result in the appearance of a rosette. Thus, the sausage model is a variation of the rosette model where the rosette is flattened through confinement or as a result of the biological processes within the live cell.

**Figure 5.**
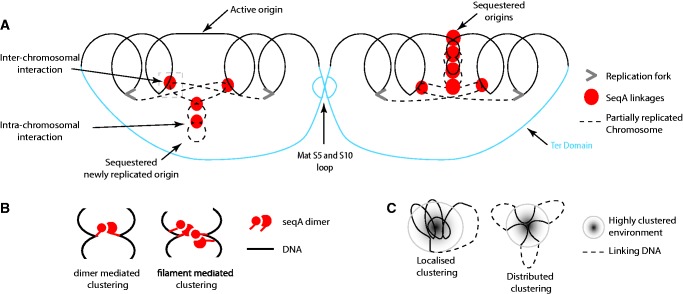
Spatial model of exponential phase nucleoid organization in *E. coli*. (**A**) The exponential phase *E. coli* nucleoid is organized into high interacting domains by nucleoid-associated factors including, but not limited to, SeqA and MatP. SeqA promotes the intra- and inter-chromosomal clustering of hemimethylated GATC sites to sequester recently replicated origins and contribute to chromosome segregation. Newly replicated origins can be sequestered individually (left) or through interactions between the recently replicated origins (right). The matS5–10 loop is hypothesized to form between chromosomes that have almost completed replication. The model illustrates some of the major findings in the study, but for simplicity, overlap between replichores has not been included in this cartoon. Similarly, only one replication process has been illustrated on each chromosome. Moreover, as our data are drawn from an unsynchronized population, and we do not have data on the relative positions of the different elements through the cell cycle, we have not attempted to represent the dynamic nature of the positioning of the different elements throughout the cell cycle. (**B**) SeqA can mediate interactions within or between chromosomes as either a dimer or filament. (**C**) Highly clustered regions form as a result of localized and distributed clustering within and/or between the replicated chromosomes.

### Replication contributes to nucleoid organization through SeqA

The SeqA and SlmA proteins are implicated in the regulation of replication and chromosome separation [reviewed in (16)]. Our results indicate that SlmA-binding sites do not cluster as part of nucleoid occlusion during replication initiation or extension. Therefore, the dimerization necessary to activate SlmA occurs at a single or linearly-adjacent binding site(s) but does not result from spatial associations of distant SlmA sites. Consistent with the supposition by Dame *et al.* (16), the low levels of SlmA clustering observed indicate that any contribution that SlmA-FtsZ makes to nucleoid structure must be facilitated by tethering to an external framework [e.g. shortened preformed FtsZ polymers (45), or non-functional protofilaments (55)] or the cell membrane.

By contrast, the replication-dependent nature and distribution of the exponential phase SeqA-mediated long distance interactions provides support for a role for SeqA clustering in the formation of an intra- and/or inter-chromosomal structure (Figure 5A and B). This is particularly true for SeqA interactions that form over the origin of replication and could function to sequester newly replicated origins and delay chromosome separation [(56–58), reviewed in (16,47)]. As such, the SHX-dependent loss of the long distance interactions is predicted if replication and segregation occur consecutively (29). Thus, the loss of SeqA-mediated interactions within the SHX-treated nucleoid reflects an underlying spatial segregation of the replicated chromosome regions (46). The predominance of SeqA clusters between loci that are approximately equidistant from the Ori within the SHX–specific, and shared interaction data sets represent links between the hemimethylated GATC sites trailing the replisome. We interpret the distinct subset of inter-replichore SeqA clusters as indicating that the DNA polymerases are pausing at specific genomic sites within the cell populations. Finally, there is no correlation between alterations to transcript levels and SeqA clustering (data not shown); therefore, SeqA clustering is independent of transcription. Collectively, these results support a strong linkage between replication and nucleoid organization (4).

For ease of visualization, the chromosomal interactions that we identified are presented as intra-chromosomal connections (Figure 1). This form of presentation is problematic, as the proximity-based ligation data are probabilistic and represent a population average from unsynchronized cells (59). As such, it is impossible to determine which combinations of interactions occur within a single nucleoid. Second, although the sequences we obtain as part of the GCC protocol identify the interacting loci, they do not provide information on whether the interactions occur within or between the chromosome(s). This is an important consideration when investigating nucleoid structure in exponential phase bacterial cells that contain and segregate partially replicated chromosomes (3). Therefore, it is possible that the formation of long distance SeqA-dependent and -independent interactions can be facilitated by overlaps between the replichore arms that result from the chromosome alignment [i.e. inter-chromosomal (Figure 5A, right)]. Interestingly, such a system may contribute to gene dosage control, as well as the control of chromosome segregation. However, it remains possible that interactions also occur within a chromosome [i.e. intra-chromosomal (Figure 5A, left)]. Future work should determine the contribution of inter- and intra-chromosomal interactions to the structure of the nucleoid in exponentially growing *E. coli* with a view to understand how structure contributes to gene dosage control in this organism.

### What role does the matS5–10 loop play in nucleoid organization?

MatS sites have a role in defining the Ter domain (5,8). *In vivo* experiments indicate that the definition of the Ter domain and condensation of this region are separable events with the condensation dependent on the presence of the MatP C-terminal coiled-coil domain, which is responsible for tetramerization and looping (60). We found that the matS5 and matS10 sites form a specific loop that surrounds the TerA site (1 339 796–1 339 791 bp) and is located away from the dif site (1 589 000 bp) toward the Ori on the right replichore. Note that matS5 is one of two matS sites (the other being matS21) that do not show *in vivo* MatP binding in an *E. coli* K12 derivative of MG1655 (5). The question thus arises as to what contribution the matS5–10 interaction makes to the Ter domain structure and function. It is possible that the matS5–10 loop explains observations of a spatially separable condensed region within the center of the Ter linker domain (4). Furthermore, the absence of detectable matS clustering between the other matS loci raises the possibility of differentiation in the functions of the matS sites. However, further experiments are required to confirm these hypotheses and identify how or if MatP contributes to the formation of the matS5–10 loop.

### Do ‘histone-like’ NAPs play a role in global nucleoid structure?

The spatial clustering of NAP (i.e. H-NS, Fis and IHF) DNA-binding sites is not significant within the gross spatial organization of the *E. coli* nucleoid we identified. Rather our results are consistent with the hypothesis that H-NS, IHF and Fis contribute to compaction through localized structuring [reviewed in (61)], gene regulation or the formation of large protein heterocomplexes [reviewed in (62)]. These results are in contrast to those of Wang *et al.* 2011 (14), who identified H-NS clustering within the *E. coli* nucleoid using microscopic and proximity-ligation–based measurements in slow-growing early log phase cells. This apparent discrepancy may be due to the significant increase in resolution afforded by the use of the HhaI enzyme in our study. This conclusion is supported by our identification of interactions linking HhaI restriction fragments from within the larger EcoRI restriction fragments that were previously characterized as demonstrating an H-NS–dependent association [Supplementary Figure S4 (14)]. Therefore, we propose that the previously recognized relationship between ligation efficiency and the presence/absence of *h-ns* mutants (14) was likely due to a combination of a global reorganization of localized genome structure (63) and epistatic effects resulting from H-NS–dependent transcriptional changes.

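The gadA (3664203 to 3665603 bp) and gadB (1568669 to 1570069 bp) genes, which are paralogs, were joined by 15 read pairs in each network, and in each network 1 pair of fragments passed the cut-off, with 11 read pairs. The aceA (4215132 to 4216436 bp) and yddB (1573271 to 1575643 bp) genes were joined by 6 read pairs in the SHX network, all in 1 pair of fragments, and by 0 in the exponential network, where a count of 0 allows up to 3. The paper proposes that the finer resolution of HhaI fragments may account for its difference from an earlier study with EcoRI.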

### Do transcription foci have a role in nucleoid organization?

The observed organization of highly transcribed genes into clustered spatial environments is consistent with the hypothesis that some clustering is occurring around transcription foci [e.g. (64)]. Similarly, the copy-number independent long distance interactions may reflect sequence-driven intra-chromosomal nucleoid folding for the coordination of transcription through enhancer-like interactions consistent with previous observations in bacteria (14,65,66) and eukaryotes [e.g. (67–69)]. The existence of these prokaryotic transcription foci is supported by microscopic observations of RNA polymerase foci within *E. coli* cells (20,21). The fact that similar clustering was observed in *Pseudomonas aeruginosa* (data not shown) and among highly transcribed genes in *Schizosaccharomyces pombe* (40) implies that the clustering of highly transcribed genes may be a ubiquitous feature of the control of gene expression.

It is likely that the linear gene clusters (Figure 4A) form into combinations of localized and distributed spatial clusters (Figure 5C). Given that RNA polymerase is redistributed after SHX treatment (21,22), decreases in the number of long distance interactions (i.e. reductions in the extent of distributed clustering), we observed following stress induction could be interpreted as indicating that RNA polymerase mediates some interactions. However, the identification of a core interaction pattern that is conserved within the *E. coli* nucleoid after SHX treatment indicates that at least some of these interactions are stable to a significant redistribution of RNA polymerase. This result agrees with eukaryotic studies that demonstrate long distance interactions are insensitive to inhibition of ongoing RNA polymerase transcription (70). Furthermore, the high levels of clustering and interactions observed at genes that were highly expressed in the exponential phase and subsequently downregulated by SHX treatment indicates that the localized clustering—but not necessarily the identity of the partners—is stable. However, it remains possible that transcription-associated interactions respond slowly to environmental change, allowing for short term fluctuations in environmental conditions without the requirement for major rearrangement of genome organization. This forms an epigenetic memory that is capable of being inherited (71) similar to that observed in yeast (72–76).

### Does a nucleolus-like structure form within the *E. coli* nucleoid?

It has been proposed that the formation of transcription factories that include the ribosomal RNA genes and ribosomal protein encoding loci could induce the compaction of the nucleoid through the formation of a nucleolus-like structure (23,77,78). However, we found no evidence that the nucleoid structure promotes the clustering of ribosomal RNA genes and ribosomal protein encoding loci (data not shown). This may be due to technical limitations in the analysis of repetitive loci that cannot be unambiguously positioned onto the reference genome. 

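The 54 ribosomal protein genes and 7 ribosomal RNA operons with placed fragments were tested against 1000 random sets of regions of the same number and length. Long distance interactions between these regions held 0 read pairs in the exponential network (median of the random sets 20, one-sided permutation p for fewer = 0.0819, adjusted p = 0.1092 over 4 tests) and 0 in the SHX network (median 6, p = 0.3467, adjusted p = 0.3467). Since repeated fragments were left out, the RNA operons could hold few read pairs while the random sets cover their full length: of 978 long distance read pairs with any locus in the exponential network, 962 came from the ribosomal protein genes. These genes alone, chosen as a set after the values were seen, also had 0 read pairs between them in both networks, but the median of their random sets was 0 as well (permutation p = 0.6124 and 0.7882), so the test had no room to find fewer. With any locus the random sets for the protein genes had a median of 1801 (permutation p for fewer = 0.006), and in the SHX network 856.5 against 294 read pairs. At a cut-off of 3 the read pairs between all regions of the exponential network rose to 11, against a random median of 62. The paper proposes that repeated loci that cannot be placed, or intense transcription, may hide such clustering.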

Alternatively, it may be due to the very high levels of transcriptional activity at these loci interfering with the cross-linking and ligation steps during the preparation of our chromosome interaction libraries. *In silico* modeling of the nucleoid that incorporates biophysical parameters and interaction frequencies [similar to (9,79)] may resolve this issue.

### Epistatic interactions and the chromosome interaction network

The bacterial cell is a complex structured entity in which each part exists ‘for and by means of the whole’ (80). As such nucleoid structure is an integral—inseparable—part of the cells response to environmental challenge. Moreover, the contribution of any one gene to the bacterial phenotype relies on its relationship with other genes on levels that include regulation, transcription, translation, complex formation and function. Therefore, it is likely that the interaction network we have determined contains information on epistatic relationships between multiple genes that occur at the regulatory, transcriptional and translational levels because of the co-dependence of these processes in *E. coli*. Future work should interrogate prokaryotic interaction networks for evidence of epistatic relationships and must address the mechanism(s) governing the organization of global structure.

## CONCLUSION

The detection of both long and short distance interactions within the *E. coli* nucleoid is consistent with empirical measures and modeling, which indicated that intra-nucleoid interactions play a dominant role in shaping the *E. coli* nucleoid (11). However, the long distance interactions did not consistently involve loci located equidistant from the Ori on opposite replichores; therefore, it is unlikely that the *E. coli* nucleoid is preferentially structured as ellipsoids as observed in *C. crescentus* (9). 

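A long distance interaction was counted as equidistant when one end lay within 50 kb of the mirror position of the other across the origin. In the exponential network this held for 559 of 19551 interactions, or 2.86% (95% interval 2.63% to 3.10%, exact binomial), against 2.59% in 1000 shuffles of the partners (two-sided permutation p = 0.024, adjusted p = 0.048 over both networks). In the SHX network the share was 2.28%, against 2.33% in the shuffles (permutation p = 0.8272). A cut-off of 10 read pairs gave an exponential share of 2.75% (permutation p = 0.4336), and with a window of 100 kb its p was 0.0619. The paper proposes that the nucleoid is not preferentially folded as an ellipsoid.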

Rather our study indicates that the chromosome(s) within exponentially fast-growing *E. coli* cells are structured by interactions that are linked to the ongoing replication and transcription processes within the cell. The specificity of the observed interactions identifies spatial organization as a significant factor in bacterial gene regulation and indicates that the spatial clustering of highly regulated genes is a ubiquitous feature of gene regulation.

## ACCESSION NUMBERS

The GCC data has been banked with Gene expression omnibus (GSE40603). Expression data has been deposited GSE40304.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online: Supplementary Tables 1–10, Supplementary Figures 1–6 and Supplementary Materials and Methods.

## FUNDING

Intramural Research Program of the National Institutes of Health, National Cancer Institute, Center for Cancer Research (to C.C. and J.D.); the Marsden Fund (to J.M.O.S.); Massey University research fund (to J.M.O.S and B.H.A.R.); Massey University scholarship (to R.S.G.). Funding for open access charge: The Liggins Institute Auckland University.

*Conflict of interest statement.* None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Genome conformation capture reveals that the Escherichia coli chromosome is organized by replication and transcription
**Source:** Nucleic Acids Res. 2013 Apr 30;41(12):6058–71. doi: 10.1093/nar/gkt325
**Supplement:** Supplementary Data

Genome conformation capture reveals that the Escherichia coli chromosome is organized by replication and transcription — Genome conformation capture reveals that the Escherichia coli chromosome is organized by replication and transcription — Supplementary Data 

# Genome conformation capture reveals that the *Escherichia coli* chromosome is organized by replication and transcription

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

# Supplementary material for: Genome conformation capture reveals that the Escherichia coli chromosome is organized by replication and transcription
**Source:** Nucleic Acids Res. 2013 Apr 30;41(12):6058–71. doi: 10.1093/nar/gkt325
**Supplement:** Supplementary Data

## Supplementary Materials and Methods

### Genome Conformation Capture (GCC)

*E. coli* chromatin was prepared according to (1) with the following modifications. A total of  $5 \times 10^9$  cells were cross-linked with formaldehyde (1% final v/v, 20min, RT) and then quenched with glycine (125mM final, 10min). Cells were collected by centrifugation (4000rpm, 15min, 4°C), washed twice (1% PBS, 1% TritonX-100, 5ml/50ml culture) and pelleted (4000rpm, 15min, 4°C). Cell pellets were suspended in 800µl of B1 lysis buffer (10mM Tris pH 8.0, 50mM NaCl, 10mM EDTA, 20% (w/v) sucrose, 1mg/ml lysozyme) and incubated (37°C, 30min). 800µl of B2 lysis buffer (200mM Tris pH 8.0, 600mM NaCl, 4% TritonX-100, 1 protease inhibitor tablet (Roche) per 10ml of buffer added just before use) was gently added, mixed by inversion 3-4 times and incubated (37°C, 10min). The cell lysate was centrifuged (21,500g, 20min, 4°C) and the supernatant decanted. The chromatin was washed once with 1ml of chromatin digestion buffer (10mM Tris-HCl pH 8.0, 5mM MgCl<sub>2</sub>, 0.1% TritonX-100) by inverting the tube 3-4 times and centrifuged (21,500g, 20min, 4°C). The supernatant was decanted and the chromatin pellet was suspended in 500µl chromatin digestion buffer. Chromatin samples were aliquoted into 10 sets of  $5 \times 10^8$  cells. Samples were digested with HhaI (100U, New England Biolabs). A ligation control was added to the digestion chromatin (see below and Table S2), the samples were diluted (~20-fold) and ligated with T4 DNA ligase (20U, Invitrogen). Following ligation, cross-links were removed in the presence of proteinase K (0.45U, Fermentas). RNA was removed and pUC19 plasmid (27.4pg/2ml) was added as a sequencing control prior to three extractions with 1:1 Phenol:Chloroform. DNA was column purified (Zymo, DNA clean and concentrator<sup>TM</sup> kit) according to the manufacturer's instructions and eluted in milliQ H<sub>2</sub>O before combining for sequencing. 3µg of purified DNA was sent for paired-end sequencing (100 bp) at the ATC sequencing facility (Rockville, MD, USA) on an Illumina Hi-Seq.

### Production of external ligation controls for GCC library preparation

External ligation controls were produced by PCR amplification of short regions from the Lambda phage genome and the pRS426 plasmid. Primers (Table S2) were designed to include an HhaI site at one end of the final product. PCR products were purified using a PCR purification kit (Qiagen), digested with HhaI (4U, 37°C, 2h) and purified again. Purified, digested PCR products were introduced into the GCC samples at a 1:1 ratio with the number of genomes prior to the ligation step during GCC preparation. 

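Ligation controls measure how often DNA that was never part of the chromosome is joined to it. The pRS426 control was joined to 231 genome fragments in the exponential network by 262 read pairs (95% interval 231 to 296). Of these pairs of fragments, 204 had 1 read pair and 27 had more, with 4 read pairs at the most.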

The pRS426 fragment was introduced into the exponential phase (LB grown) samples and resulted in 220 separate ligation events with HhaI restriction fragments on the genome. The Lambda phage fragment was introduced into the SHX treated samples and resulted in 2 ligation events with HhaI fragments on the genome.

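Lambda control DNA of the SHX network was joined to 3 genome fragments by 4 read pairs, with 2 read pairs for the most frequent pair. The exponential network held 1 read pair with this control.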

### Network Assembly

Network assembly was performed using the Topography suite v1.19. GCC networks were constructed from 100 bp paired-end Illumina Genome Analyser sequence reads. Topography uses the SOAP algorithm (2) to position PE tags and single ends which contain a HhaI restriction enzyme site onto the *E. coli* (NC\_000913) reference genome. The reference genome also contained the pUC19 (SYNPUC19CV) sequence and the sequences of the pRS426 plasmid and Lambda phage ligation controls (Table S2). No mismatches or unassigned bases (N) were allowed during positioning.

Except where indicated, bioinformatics and statistical analyses were performed on interactions in which the sequence reads were able to be mapped uniquely onto the reference genome and were above the FDR cut-off value (see below). All bioinformatics analysis was performed using in house Perl scripts. Breakdowns of the interactions present in the *E. coli* samples are provided in Tables S3.

The use of paired-end (PE) sequencing reads means that the HhaI restriction enzyme site does not have to be present in either of the sequences to detect an interaction. This however results in all sequences effectively resulting in an interaction. Therefore, to insure that we could detect the same interactions using single ended reads, which necessitates that there is a HhaI restriction enzyme site detected in the sequence, we reconstructed part of the network using single-end (SE) reads and compared the interactions we identified to those detected in the PE analysis. Sequences from one of the two *E. coli* exponential phase biological replicates were used for SE network assembly as above. The number of interactions detected in this data set was compared to the interactions detected in the PE networks for the combined biological replicates. This analysis demonstrated that 92% of the interactions detected in the PE analysis were detected in the SE analysis of one of the two biological replicates for the exponentially growing cells. Therefore, the interactions detected by PE sequencing

are real and not just an artefact of the PE analysis.

### **Collector's curve**

Collector's curves were generated using the total interaction data set from exponential growing and SHX treated *E. coli* cells, including the internal ligation controls. Specified fractions of the total interactions (e.g. 10%, 20%,...) were randomly sampled 100 times. For each random data set, the fragments that had an interaction frequency strictly greater than the number of interactions detected between *E. coli* genomic loci and the internal ligation controls were considered significant. The significant interactions were compared to the significant interactions present in the original data file containing only significant non-adjacent interactions. The number of interactions shared between the files was averaged for the 100 random data sets at each specified fraction of the total interactions sampled. The percentage to total was calculated from these averages and plotted as a collector's curve (Figure S5). Over 75% of the interactions present in each condition were detected after sampling just 10% of the total interactions. Therefore, we concluded that we have sampled a significant proportion of the interactions that were present in the *E. coli* cells at the time of cross-linking.

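When 10% of the read pairs were sampled in 20 draws, with the highest count of a ligation control in each sample as the threshold, 53.2% of the non-adjacent interactions of the exponential network were detected (46.2% to 57.9% in single draws) and 75.0% of those of the SHX network (61.6% to 80.9%). For the long distance interactions alone the shares were 14.3% and 41.8%. A fixed cut-off of 5 read pairs, chosen after these values were seen, gave 35.2% and 37.9% of the non-adjacent interactions. Of the long distance interactions it gave 0.833% and 1.63%. The paper concludes that a large part of the interactions present at cross-linking was sampled.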

### **Quantification of the effects of bar-coding, sequencing and biological replicates on network patterns**

The interactions within the biological repeats were highly correlated (figure S6). To further investigate the level of agreement between these samples, and the effects of sequencing on this agreement, we used Cohen's Kappa is a statistic that summarizes agreement in categorical variables. Binning the interaction counts into categories allows us to reflect the greater importance of concordance among interaction pairs with high counts. Cohen's Kappa ranges between 0 and 1 with 1 being perfect agreement; however, it is a conservative measure that controls for the level of chance matching expected. (See, e.g., (3)). Thus, the expected level of chance matching, controlled by the marginal probability of landing in each category, influences Kappa; we will study a case where these marginal probabilities are identical across the different situations of interest, so the Kappa measures can be directly compared.

To study the level of agreement between different sequencing results from different lanes, barcodes, and biological replicates, we have considered all interactions observed for a particular condition. The data have been modified to reflect how often each interaction occurs in each scenario, i.e., many counts of "0" have been added to show when an interaction is possible under a condition, but was not observed for a particular lane/barcode/replicate combination. For each combination of factors, we have then labelled each interaction as occurring in the bottom 95%, top 5% but not top 1%, top 1% but not top 0.5%, and top 0.5%. The top 5% typically starts at a count of around 5. The choice of these quantiles was based on the fact that lower counts have a large number of interactions with that count, thus the nominal proportion associated with the quantile can be misleading; e.g. if the median is 2, there may actually be 70% of the interactions with count  $\leq 2$ . For the values chosen, the nominal proportions correspond well to the actual proportions, which are the marginal probabilities referred to above, enabling proper comparison of Kappa values. Kappa is defined for agreement between two variables, so all pairs of factor combinations are considered.

Barcoding, sequencing lane and biological replicates did not strongly affect the correlation between samples (Table S10). The differences introduced by different lanes and barcodes are indistinguishable from different barcodes alone; however, as expected, different biological replicates have lower agreement than those that differ only in barcode/lane (Table S10). The technical replicates (L1a, L1b, L1c and S1a, S1b, S1c) were highly correlated and were combined into L1 and S1 respectively. Following this pooling, Pearson's correlation analysis demonstrated that the biological replicates of the *E. coli* interaction networks were highly correlated at the HhaI restriction fragment level (exponential phase *E. coli* cells,  $r=0.879$ ; and SHX treated cells  $r=0.935$ ; Table S10). Thus the biological replicates (L1, L2 and S1, S2) were combined into exponential and SHX samples for the remainder of the analysis, respectively.

### **Filtering based on ligation controls**

We wanted to know which of our individual interactions were above experimental noise. During the preparation of the GCC samples, random ligation events can occur during: 1) the GCC ligation step, and 2) the sequencing preparation step (i.e., the addition of linkers during sequencing library preparation). In an attempt to control for this, external controls were added during the GCC library

preparation to obtain estimates of the rates of inter-molecular ligation events. The three pUC19-gDNA ligation events with the highest interaction frequencies in both exponential and SHX treated samples were further assessed. The sequences of the *E. coli* fragments found to interact with pUC19 were extracted and fragmented using a 13 bp sliding window, shifted 1 bp at a time. These fragments were subsequently aligned to the pUC19 fragments they interacted with. If the pUC19 fragments and *E. coli* sequences aligned multiple times then the high level of interactions was attributed to a miss-alignment and not to a random ligation event. There was one *E. coli*-pUC19 interaction (frequency of 4) in the SHX treated sample that did not occur due to miss-alignment. Therefore, the cut-off for filtering out random ligations was set to 4 interactions; only fragment pairs that occurred 5 or more times were considered for analysis.

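The pUC19 sequencing control was joined to 51 genome fragments in the exponential network, with 15 read pairs for the most frequent pair and 4 for the next. SHX cells had 24 such pairs, with 20 read pairs for the most frequent and 4 for the next.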

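Long distance pairs of fragments with exactly 4 read pairs, the last below the threshold, numbered 25748 in the exponential and 21777 in the SHX network. Those with exactly 5 read pairs numbered 7007 and 2897.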

### **Analysis of loop size and interacting fragment distributions**

Loop size calculations were performed on GCC interaction networks that had repetitive sequences and adjacent interactions removed. The size of the loop between two interacting DNA fragments was determined by taking the absolute value after subtracting the end position of the first interacting partner (having the smaller end coordinate of the two fragments) from the start position of the second interacting partner (having the larger start coordinate of the two fragments). Because the bacterial genomes used in this study are circular, if the loop size was greater than half the size of the genome then the loop size was subtracted from the total genome size to give the actual loop size. Size specified bins were used to count the number of loops that were of a particular size and the data was plotted as the number of loops versus the bin size. To determine the loop size as a function of the distance from the origin of replication, the distance of each interacting partner from the origin was calculated and the loop size was associated with the calculated distance. The loop sizes were binned and corrected for the number of loops per bin. The difference in the average loop size per bin between exponential and SHX samples was plotted.

### **Interaction frequency versus distance from the origin of replication**

All GCC interaction network data or only long distance interaction network data (>800 bp) was used to calculate the interaction frequency as a function of the distance from the origin of replication. The distance from the origin of replication was calculated for each interacting partner and then the total interaction frequency for each interacting fragment was assigned to this particular distance from the origin. The data was binned (10,000 bp) and plotted as total interaction frequency per bin, corrected for the number of fragments per bin, versus the distance from the origin of replication.

### **Transcription microarray**

*E. coli* strain CC72 (4) was grown in LB (Gibco, lot # 817849) at 37°C until the Optical Density (OD<sub>600</sub>) reached 0.2. The SHX sample was treated at OD<sub>600</sub> 0.2 with SHX (500µg/ml, 30min) prior to RNA isolation. RNA was isolated using the hot phenol procedure. Briefly, 800µl of cells were mixed with 700µl of 65°C phenol (pH 5.0) and 100µl of 16 x lysis buffer (320mM Na Acetate, 8% SDS, 16mM EDTA) and incubated (65°C, 5min). The RNA was extracted twice with phenol:CHCl<sub>3</sub>:IAA (25:24:1, pH 8.0), precipitated with isopropanol and suspended in DEPC water. To remove the DNA, 40µg of RNA was treated with Turbo DNaseI (Ambion). The RNA was extracted twice with phenol:CHCl<sub>3</sub>:IAA (25:24:1, pH 8.0), precipitated with isopropanol and suspended in DEPC treated water (Invitrogen). The cDNA library was constructed using the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen) according to manufacturer's instructions and the cDNA was sent to Roche-Nimblegen for microarray hybridization. Each experiment (exponential or SHX) is a pool of three biological replicates. A total of two technical replicates were performed per condition (exponential and SHX).

The Expression values were generated using quantile normalization (5-7). The average expression level of each gene from the two biological replicates for exponential and SHX samples were calculated. To determine which genes were significantly up and down regulated in SHX treated compared to exponential samples the log<sub>2</sub> of the SHX/exponential ratio was calculated. Genes were considered significantly up regulated if the log<sub>2</sub> ratio was greater than +1.5 and the log<sub>2</sub> of the raw expression level in SHX was greater than 9. In contrast genes were considered to be significantly down regulated if the log<sub>2</sub> ratio was smaller than -1.5 and the log<sub>2</sub> of the raw expression level in exponential phase was greater than 9 (Table S4).

### **Gene ontology (GO) term association analysis on the significantly up and down regulated genes**

To determine whether the significantly up and down regulated genes were enriched for particular GO terms an R package called GStats was used (8). The 'gene universe' contained all annotated genes from the *E. coli* gene products list (<http://regulondb.ccg.unam.mx/data/GeneProductSet.txt>) and was compared to the significantly up or down regulated gene sets (Table S4). A standard hypergeometric test was used with a p-value cut-off of <0.01 (Table S5).

### Correlating transcription level with interaction frequency

The raw expression level of all genes as well as just genes with a high expression level (log2 of the raw expression level >9) was correlated with the total interaction frequency with these genes. Using the genomic coordinates of the genes obtained from a gene products list (<http://regulondb.ccg.unam.mx/data/GeneProductSet.txt>), the interaction frequency with each of these regions was determined by summing up the total interaction frequency within each region. Where the region overlapped with a restriction fragment the interaction frequency was proportionally assigned to the region depending on the percentage of overlap. The interaction frequency of each gene was then plotted against the raw expression level for each gene.

### Transcription regulons

We wanted to determine whether the distribution of significantly up and down regulated genes was non-random across the genome relative to the origin of replication. The distance of each gene from the origin was calculated. The fold change in gene expression was binned (50,000 bp bins) according to the distance of the gene from the origin. The gene expression values were shuffled randomly 1,000 times. After each round of shuffling, a distance from the origin was assigned to each value and the values were binned as above. The expression level in each bin for the real data and the randomly generated data was corrected for the number of genes per bin. The average fold change in gene expression for the real data and randomly generated data was then plotted against the distance from the origin of replication. Additionally, an auto correlation analysis was performed in R using the non-binned expression data to determine whether the pattern of up and down regulated genes seen across the genome is random or not.

### GC content and transcription level

The *E. coli* genome was fragmented using a 1,000 bp sliding window shifted 1 bp at a time and the percentage GC content of each fragment was calculated. The distance of each fragment from the origin of replication was calculated and the percentage GC content for each fragment was placed into the appropriate 50,000 bp bin. The average GC content per bin was calculated and plotted against the average fold change in gene expression per bin.

### References

1. Rodley, C.D.M., Bertels, F., Jones, B. and O'Sullivan, J.M. (2009) Global identification of yeast chromosome interactions using Genome conformation capture. *Fungal Genetics and Biology*, **46**, 879-886.
2. Li, R., Li, Y., Kristiansen, K. and Wang, J. (2008) SOAP: short oligonucleotide alignment program. *Bioinformatics Applications Note*, **24**, 713-714.
3. Landis, J.R. and Koch, G.G. (1977) The measurement of observer agreement for categorical data. *Biometrics*, **33**, 159-174.
4. Cagliero, C. and Jin, D.J. (2013) Dissociation and re-association of RNA polymerase with DNA during osmotic stress response in Escherichia coli. *Nucleic Acids Res*, **41**, 315-326.
5. Bolstad, B.M., Irizarry, R.A., Astrand, M. and Speed, T.P. (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinformatics*, **19**, 185-193.
6. Irizarry, R.A., Bolstad, B.M., Collin, F., Cope, L.M., Hobbs, B. and Speed, T.P. (2003) Summaries of Affymetrix GeneChip probe level data. *Nucleic Acids Research*, **31**, e15.

7. Irizarry, R.A., Hobbs, B., Collin, F., Beazer-Barclay, Y.D., Antonellis, K.J., Scherf, U. and Speed, T.P. (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics*, **4**, 249-264.
8. Falcon, S. and Gentleman, R. (2007) Using GStats to test gene lists for GO term association. *Bioinformatics*, **23**, 257-258.

Figures S1-S6

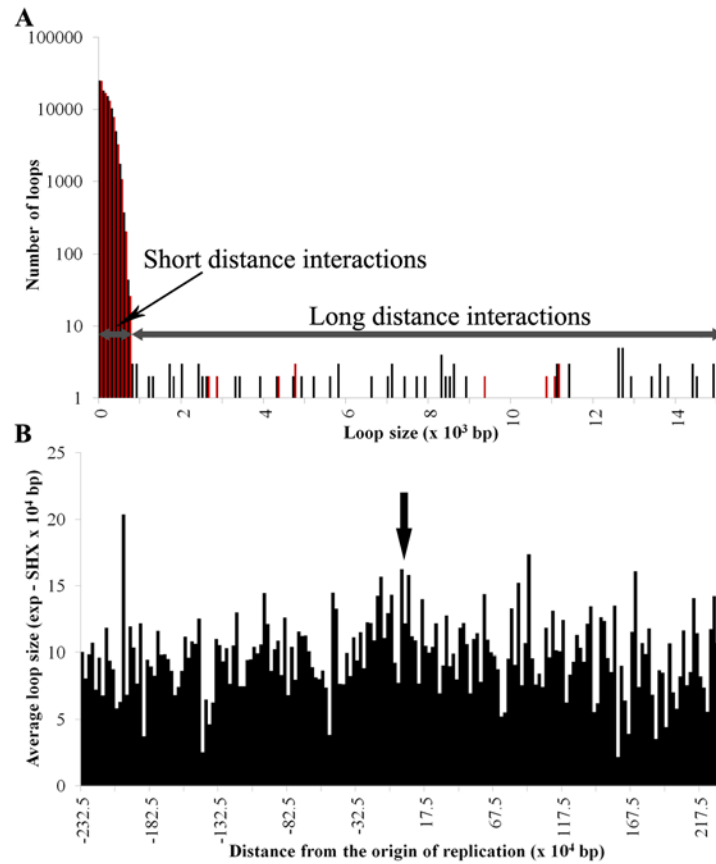

Figure S1. A) Interaction loop lengths within the *E. coli* genome can be divided into two distinct populations based on frequency: 1) Short ( $<800$  bp) and 2) long distance ( $\geq 800$  bp) interactions. The histogram of loop lengths (black, exponential phase; red, SHX treated) was calculated using 100 bp bins. For visualization, only loops less than 15 kbp in length have been shown. B) Loop lengths are longer in exponential phase cells than following SHX treatment ( $\sim 98$  kbp  $\pm$  SE 2064). The difference between the average loop length for each pair of interacting fragments in exponential phase compared to the SHX treated cells was calculated and a histogram plotted using 25,000 bp bins centred at the origin of replication (3,923,883 bp). Since the *E. coli* chromosome is circular the loop size will always be less than half the length of the genome, therefore whichever of the calculated length ( $L_c$ ) or  $L_r = 4,639,675 - L_c$  was shorter than  $4,639,675/2$  was counted for the frequency distribution. exp, exponential; SHX, serine hydroxamate. Origin position is indicated by the arrow.

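The loop length of an interaction is the distance from the end of one fragment to the start of the other along the shorter arc. Among non-adjacent interactions of the exponential network, 42418 had loops of up to 200 bp, 412 had loops over 600 and up to 800 bp, and 6 had loops over 800 and up to 1000 bp. The same classes of the SHX network held 40760, 228 and 1 interactions. Loops over 1000 and up to 2000 bp numbered 12 and 6. Most of the longer loops were very long: 8458 in the exponential and 3287 in the SHX network lay between 100 kb and 1000 kb, and 10146 and 4526 were longer.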

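The mean loop length of all non-adjacent interactions in the exponential network minus that in the SHX network was 100.8 kb (standard error across interactions 2.33 kb). Thinned to equal numbers of read pairs, the difference was 80.4 kb. It reversed when only long distance interactions were averaged, to -38.1 kb (1085 kb against 1123 kb). The medians differed by 0.053 kb. With a cut-off of 2 read pairs the difference was -72.7 kb and without a cut-off -67.7 kb, both chosen after the counts were seen.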

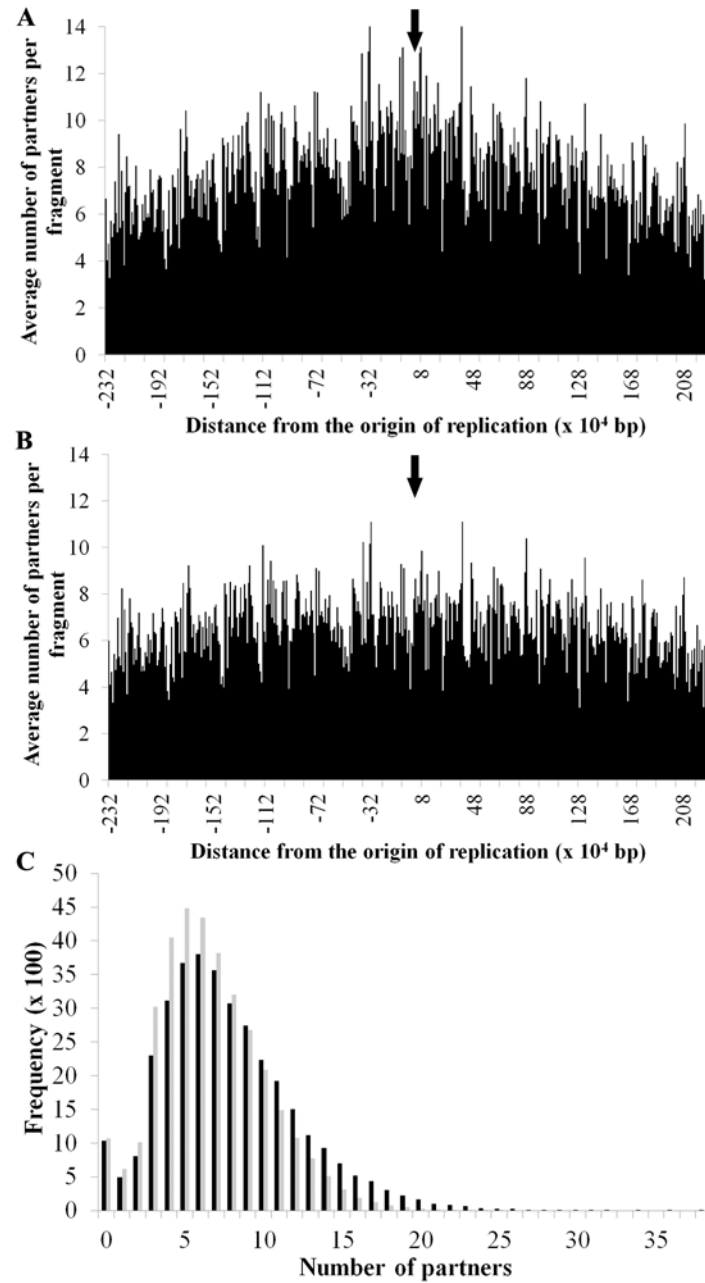

Figure S2. The distribution of the number of partners per restriction fragment across the *E. coli* genome averaged for 10,000 bp bins for exponentially grown A) and SHX treated B) cells. There is a visible increase in partner number towards the origin of replication (black arrow). C) There is no inter-condition difference in the mean number of unique partners per restriction fragment (exponential, black bars; SHX, grey bars). Adjacent and self-interactions were included in these calculations.

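Over the 33289 fragments with a partner in either network, the ratio of the exponential to the SHX mean number of partners was 1.17 (95% interval 1.17 to 1.18). The medians were 7 and 6 partners and the highest numbers 36 and 25. More partners were found in the exponential network for 57.9% of the fragments. At a cut-off of 2 read pairs, chosen after the values were seen, the ratio was 0.970, and without a cut-off 0.820.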

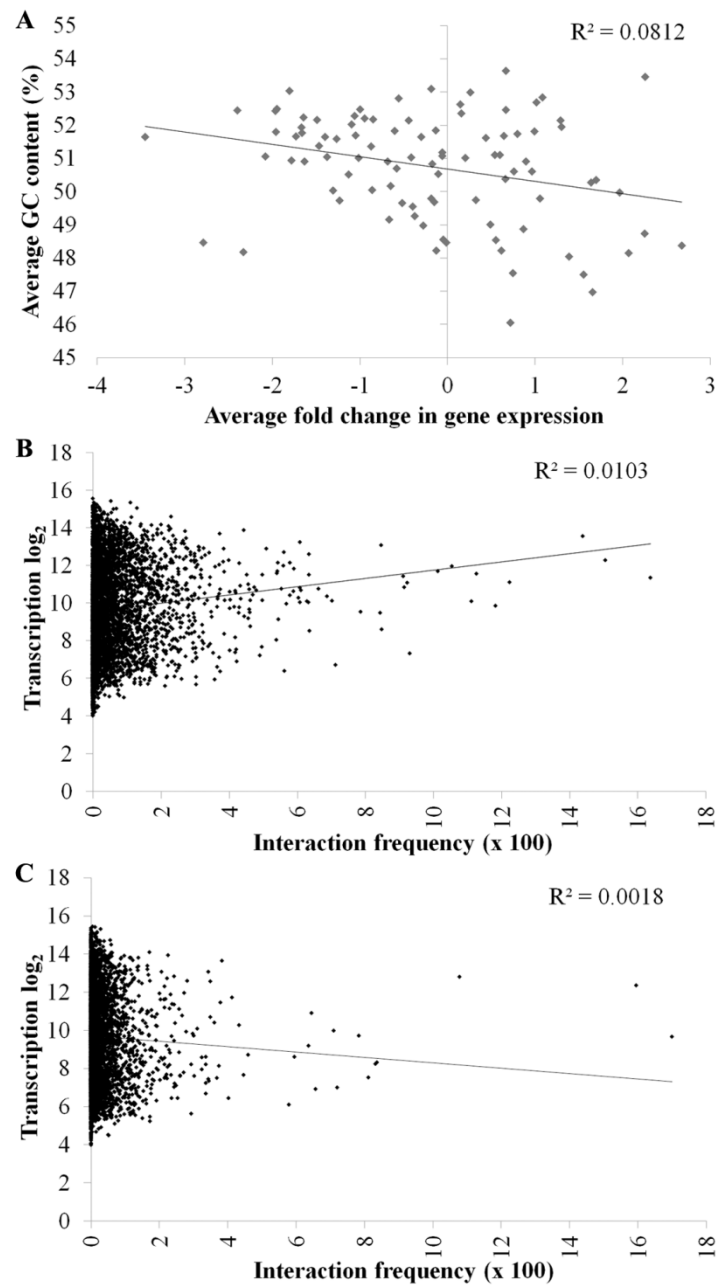

Figure S3. Genes whose transcript level changes upon SHX treatment did not correlate with genomic GC content and the raw transcript levels did not correlate with interaction frequency. A) Change in gene expression does not correlate with GC content. The genome was divided into 50 Kbp bins and the average change in gene expression and GC content calculated for each bin. The transcript levels (log<sub>2</sub>) of all annotated genes did not show any clear linear correlation with interaction frequency in both B) exponential phase and C) SHX interaction datasets (plots were generated from long distance interaction data [ $>800\text{bp}$ ]).

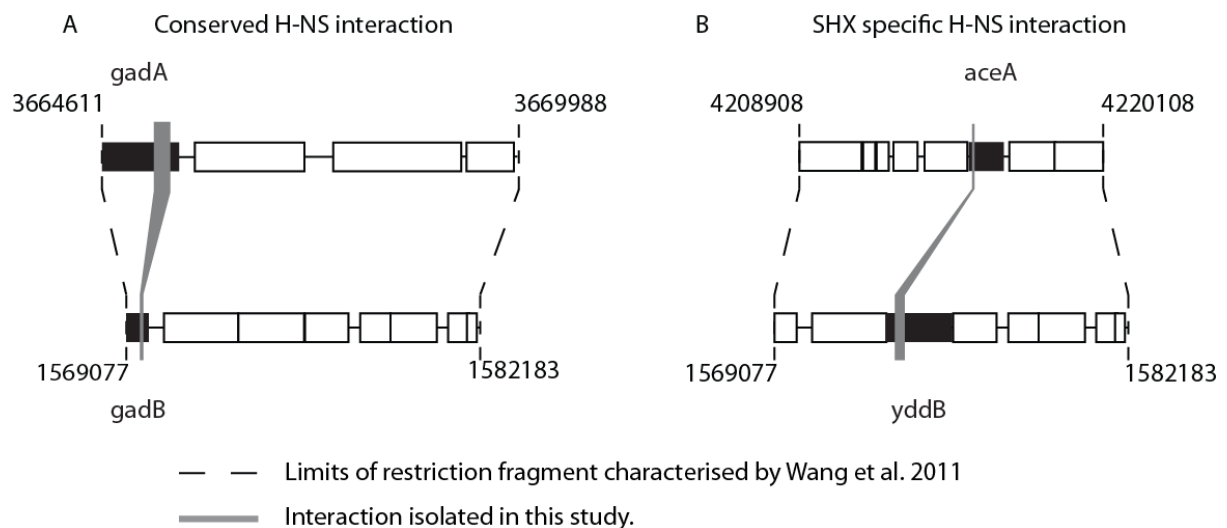

Figure S4. Interactions attributed to H-NS clustering identified by Wang et al. 2011 were confirmed as occurring between A) gadA:gadB and B) aceA:yddB (indicated by the grey bars linking the ORFs (black boxes)). The previously documented connections between the H-NS binding site containing gadA:ydeO and ydeO:arpA gene pairs occurred on large restriction fragments (illustrated as all of the DNA containing multiple ORFs occurring between the broken lines) that contained some H-NS binding sites and a mixture of H-NS regulated and non-regulated genes. Our interactions were fully contained within these large restriction fragments. The widths of the grey bars show the length of the restriction fragments that were characterized as interacting in this study.

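Over the larger restriction fragments drawn in Figure S4, the HhaI fragments around gadA and gadB were joined by 15 read pairs in the exponential network, in 2 pairs of fragments. In the SHX network these were joined by 25 read pairs in 8 pairs of fragments. Those around aceA and yddB were joined by 3 read pairs in the exponential network, in 3 pairs of fragments with 1 read pair each, and by 8 read pairs in the SHX network.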

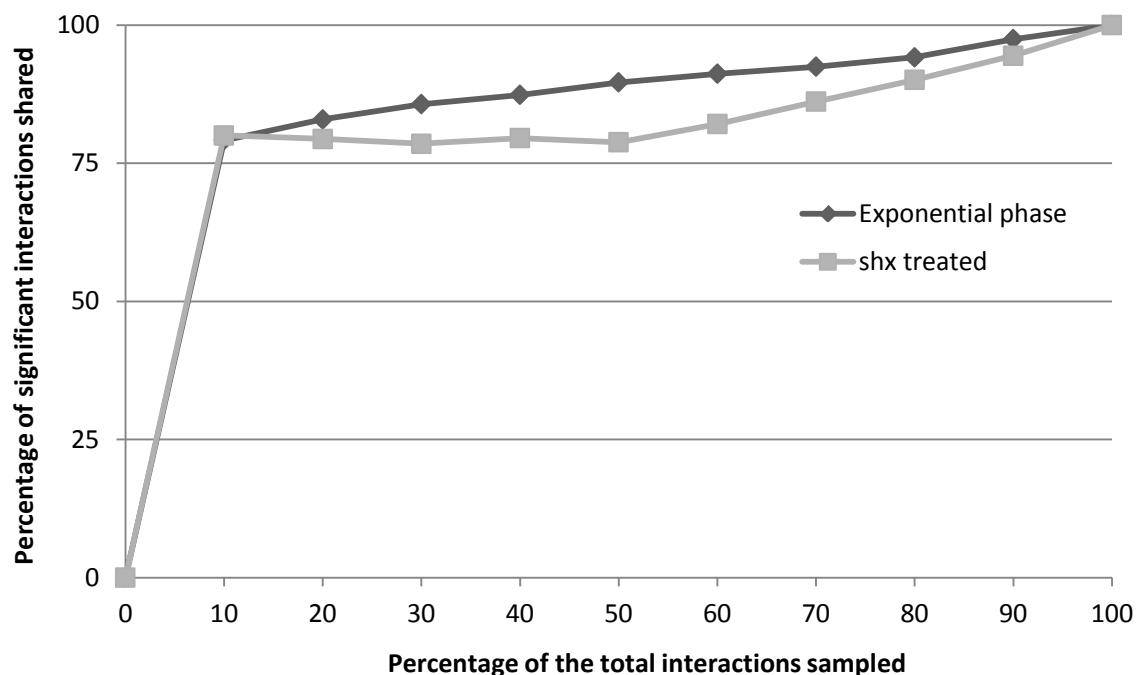

Figure S5. A collector's curve to determine the level of saturation of interaction detection. The average percentage of significant interactions in the random data sets that were also detected in the original data file was graphed. Over 75% of the interactions in the original data file were detected after sampling just 10% of the total interactions. We conclude that we have sampled a significant proportion of the interactions that were present in the populations of *E. coli* cells at the time of cross-linking.

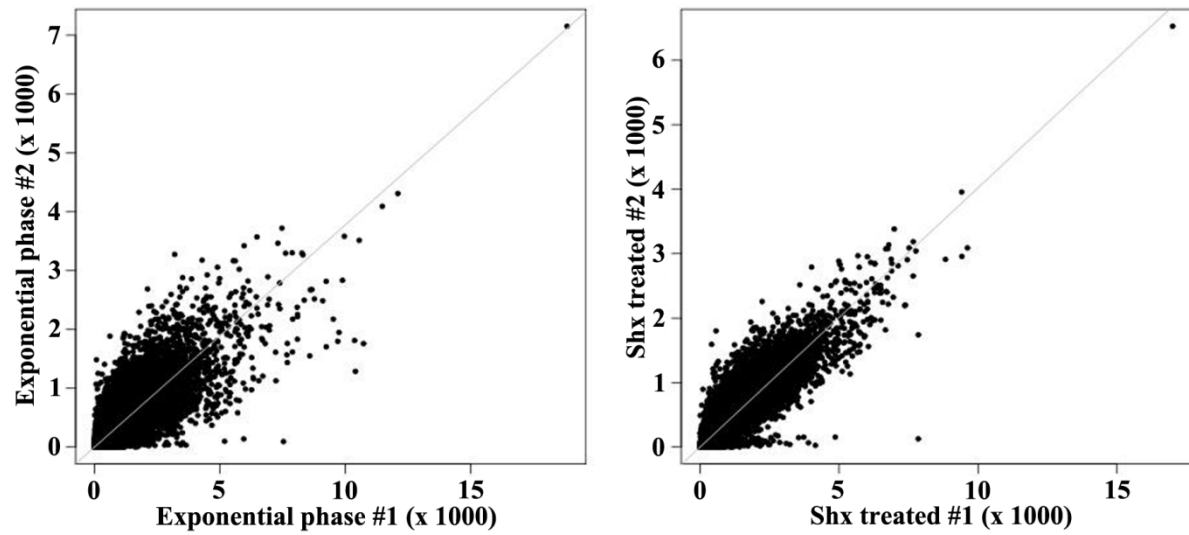

Figure S6. Biological replicates of the *E. coli* interaction networks were highly correlated at the HhaI restriction fragment level. Exponential phase *E. coli* cells (left,  $R^2=0.773$ ) and SHX treated cells (right,  $R^2=0.8741$ ). Scatter plots were constructed from all interactions in each dataset involving only HhaI fragments which could be uniquely positioned on the reference genome.

**Tables S1-S10**

Table S1. *Escherichia coli* strain used in this study.

Table S2. Ligation controls used in this study.

Table S3. A summary of *E. coli* chromosomal interactions. A) Summary of interactions for *E. coli* cells growing in the exponential phase (wt (LB)) or following SHX treatment. B) Breakdown of the interactions in A) according to whether they were shared or unique for each condition. C) A further breakdown of the interactions specific to the exponential phase data set, shared by the two conditions or specific to SHX treated data set. In the condition specific interactions a large proportion of the non-adjacent interactions were long distance (>800bp), in contrast only a very small fraction of the shared interactions were long distance.

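With fragments marked as repeated left out, 144980 interactions were counted in the exponential network and 124906 in the SHX network. Of these, 93921 and 74116 joined non-adjacent fragments.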

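Both networks shared 114520 interactions, of which 1926 were long distance. A further 30460 were specific to the exponential network, 17625 of them long distance, and 10386 were specific to the SHX network, 6324 of them long distance.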

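Of the 25875 long distance interactions found in either network, 7.44% were found in both (95% interval 7.13% to 7.77%, exact binomial). Of the 103531 non-adjacent interactions 62.3% were found in both. The share of long distance interactions in both networks was 2.54% at a cut-off of 3 read pairs and 27.2% at a cut-off of 10.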

Down regulated

687

Table S4. The number of annotated *E. coli* genes that were significantly up or down regulated in response to SHX treatment.

Table S5. An R package for the analysis of Gene Ontology (GO) term associations called GOSTats was used to determine significantly enriched GO terms in the up and down regulated gene sets. The table shows the significantly enriched GO terms in the up and down regulated gene sets.

Table S6. The total number of interactions and clustering for matS sites (+/- 50 bp) was determined in the exponential and SHX treated interaction data sets. Significant clustering of the matS sites was detected in the exponential data set but no clustering was detected in the SHX data set. The total number of interactions was Not Changed (NC) relative to the random data sets. nd, not detected, \*\*p<0.001.

A

B

C

D

Table S7. SeqA sites cluster within the *E. coli* nucleoid. A) The total number of interactions and clustering for the strongest 135 confirmed SeqA binding sites was determined in the exponential and SHX treated interaction data sets. Significant clustering of the SeqA sites was detected in the exponential data set for the RS random sampling but not for the CLS random sampling and not in the SHX treated data set. The total number of interactions was significantly higher in both the exponential and SHX treated data sets. High  $p < 0.1$ , \* $p < 0.05$ , \*\* $p < 0.01$ . B) Identities of the SeqA sites involved in clustering in the shared interactions (plotted in Figure 3C). C) Identities of the SeqA sites involved in clustering in the SHX specific interactions (plotted in Figure 3D). D) Identities of the SeqA sites involved in clustering in the exp specific interactions (plotted in Figure 3B). Clustering levels for B-D)

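Among the listed pairs of SeqA loci found in both conditions, selB with ulaG had 84 read pairs past the cut-off in the exponential network. In the SHX network it had 87. The pair gltL with ebgA had 32 and 25.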

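Of the pairs listed for the SHX network alone, yghJ with frlB had the most read pairs past the cut-off, 13. The pairs potI with ptsA and yghO with katG had 12 each. All of these had 0 read pairs past the cut-off in the exponential network. Without a cut-off, prpE with maeB had the most in the SHX network, 39, against 15 for yghJ with frlB.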

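Among the pairs of SeqA loci listed for the exponential network alone, nanA with ptsA had the most read pairs past the cut-off, 16. It was also past the cut-off in the SHX network, with 11. The pairs rapA with sgrR and prpE with ptsA had 13 read pairs each past the cut-off in the exponential network and 0 in the SHX network. Below the cut-off, prpE and ptsA were joined by 28 read pairs in the SHX network. Without a cut-off they were joined by 24 in the exponential network, against 17 for nanA with ptsA.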

were calculated using non-adjacent interactions that occurred at levels higher than the false detection rate. Several SeqA loci were identified as being involved in interactions with multiple other SeqA loci (i.e. First-Fourth partners). The GCC assay does not allow us to determine if interactions with multiple other SeqA loci occurred at the same time within a single complex. Interactions are only shown in one direction (i.e. SeqA locus to partner 1 and not partner 1 to Seq A)

Table S8. The total number of interactions and clustering for the 24 defined SlmA binding sites was determined in the exponential and SHX treated interaction data sets. Clustering of the SlmA sites was Not Changed (NC) compared to random data sets in both the exponential and SHX treated data sets. The total number of interactions was significantly higher in both the exponential and SHX treated data sets apart from the CLS random sampling comparison for the SHX treated data set. High  $p < 0.06$ , \* $p < 0.05$ .

Table S9. Genes that were highly expressed in exponential (exp) cells became weakly expressed in SHX treated cells and *vice versa*. The summed raw transcript level for the exp or SHX transcription microarray data for genes that were significantly up (SHX/exp log2 ratio >1.5) or down (SHX/exp log2 ratio <-1.5) regulated after SHX treatment was compared to that of 1,000 randomly generated data sets containing the same number and length (bp) elements as the test set in question. Annotated *E. coli* gene transcripts which showed log2 changes of >1.5 upon treatment with SHX were included in the analysis. SHX, serine hydroxamate.

Table S10. Barcoding, sequencing lane and biological replicates did not affect the correlation between samples. We calculated Cohen's Kappa for agreement between each pair of datasets; the values are listed by the differing factors for that pair (i.e. differing sequencing lane only, differing barcode and lane, and differing biological replicate, barcode and lane; Supplementary methods).

How the deposited data were processed for this re-analysis (not part of the article)

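The samples are 8 GCC libraries of E. coli, 4 from exponential cells and 4 from cells treated with SHX at 500 µg/ml for 30 min. Each condition has 2 biological replicates, and the first was sequenced as 3 technical libraries. The authors placed read pairs of 100 bp on the reference genome with no mismatches, assigned each end to an HhaI fragment and combined the 4 libraries of a condition. Each of the 2 deposited networks gives, for each pair of fragments, a raw count of read pairs with no normalization and no cut-off. Every pair is listed in both orders with equal counts, and it was counted once here. There were 0 columns of values per library, so the replicates could not be told apart, and all values rest on 1 combined network per condition.

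The exponential network holds 50762413 and the SHX network 46962408 read pairs. Fragments whose annotation marks a repeat or mobile element (814 of 34249 seen) were left out. This reading of the annotation was chosen after both totals were seen. An interaction is a pair of fragments with at least 5 read pairs. It is a self interaction within one fragment, adjacent between neighbouring fragments and otherwise non-adjacent, and long distance when its loop is longer than 800 bp. Loops run along the shorter arc of the 4639675-bp chromosome. The Ori and Ter domains are 500 kb to either side of the origin (3923883 bp) and of the dif site at the position the paper gives.

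Frequencies along the chromosome are read pairs with an end in a 10-kb bin, divided by the fragments of the bin that take part. That divisor was chosen after the scale of Figure 2 was looked at. Copy number was estimated per bin from self and adjacent read pairs per placed base, relative to the Ter domain, without the segmentation the paper draws. A running median of 21 bins was added after the scatter of single bins was seen. The shared set is the exponential minus the SHX frequency, and its corrected form, division by the exponential copy number, was chosen after both forms were seen.

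Comparisons between conditions carry no test, since there is 1 network per condition. Intervals are exact Poisson intervals for counts, exact conditional binomial intervals for ratios of counts and exact binomial intervals for shares, all at 95%. Relations along the chromosome were tested by rotation of one profile. The plan was 1000 rotations, but 464 bins have only 463 distinct ones, so all of these were used, a change made after the results were seen. The SeqA pairs of Table S7 were tested with 1000 rotations of all loci together, the ribosomal genes with 1000 random sets (random spacing, or conserved linear spacing) and equidistance with 1000 shuffles of partners. Adjusted p values are Benjamini-Hochberg values. Thinning to equal depth drew each read pair with a fixed probability and a fixed seed. The collector's curve used 20 draws per fraction. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

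The tests were tried on simulated data. With up to 2000 equidistant pairs added to 19981 random pairs the equidistance test gave a permutation p = 0.002, and 0.392 without them. With up to 100 interactions added between simulated regions the random sets gave a permutation p = 0.00332, and 0.841 without. With an added relation of smooth profiles the rotation test gave a permutation p = 0.0797, and 0.297 without, each from 1 simulated pair of profiles. The rotation test can therefore miss a relation between smooth profiles.

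The genes and positions named are, first, those that the paper, its legends or its supplementary tables name, and peaks I1 to I5 and J1 to J3. They are also the 3 pairs of each part of Table S7 with the most read pairs past the cut-off. The last are the 3 long distance pairs of fragments with the most read pairs in each condition. One of the named results is not reported here. Genes and bins outside this list were named after their values were seen. The main settings, these names and the alternatives (cut-offs, bin and domain sizes, depth, loop measures, weights and copy number) were written before the data were examined, except where a choice is said to have come later.

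The agreement of the biological replicates, a test per bin between replicates and the clustering of matS sites were not analysed here, since the networks are combined and no genome sequence was used here. Binding sites of other proteins and expression data were not used here.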

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

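The test of the strongest pairs of fragments described here was chosen after the result was seen.

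In both networks the same 3 long distance pairs of fragments had the most read pairs, and the paper does not discuss them. A fragment of mhpF (373036 to 373071 bp) and a fragment of fecA (4513734 to 4513774 bp) were joined by 653 read pairs in the exponential and 624 in the SHX network. A fragment of orn (4389848 to 4390049 bp) was joined to a fragment of hsdM (4580260 to 4580293 bp) by 307 and 282 read pairs, and to its neighbour in hsdM (4579905 to 4580259 bp) by 283 and 262. They stand out because no pair of the pRS426 or Lambda ligation controls exceeded 4 read pairs. The pUC19 sequencing control had 1 pair past the cut-off in each network, with 15 read pairs (exponential) and 20 (SHX). All 95 long distance pairs with at least 50 read pairs in the exponential network were also past the cut-off in the SHX network, or 100% (95% interval 96.2% to 100%), against 4.69% of the pairs with 5 to 9 read pairs. This is what a fixed junction present in both libraries would give, so a rearrangement of the strain against the reference, or reads placed at the wrong copy, is a candidate explanation. The strain that the paper's text names for its expression arrays differs from the one on the labels of the GCC libraries. Which strain gave these libraries was not settled, and which rearrangements it carries was not tested. A contact that is equally strong in both conditions would give the same values and stays open. A difference between exponential and SHX cells does not explain counts that are alike in both. Pairs of one gene family made up 0.143% of the shared long distance read pairs. Families were read from gene names and not from sequence, so this share cannot decide on misplaced reads.

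Below the cut-off lie 1484766 long distance pairs of fragments in the exponential and 1866311 in the SHX network. The paper did not use them, and their number drew attention. Per fragment, the ligation controls give no common level to set them against: genome fragments had a mean of 99.0 partners without a cut-off in the exponential network, self and adjacent ones included, and the pRS426 control 231, while in the SHX network the mean was 120.7 and the Lambda control had 3. Random ligation between molecules is a technical explanation. If it were the whole cause, pairs over 100 kb apart would recur in both maps only as often as the totals of their fragments predict. Pairs of all counts recurred 2.56 times as often (95% interval 2.53 to 2.58). Pairs with 1 read pair in the exponential and under 5 in the SHX network recurred 2.06 times as often (2.03 to 2.09). Random ligation in proportion to these totals is therefore not the whole cause. Its share stays open, as does a bias of the fragments that these totals do not hold. A biological difference between exponential and SHX cells below the cut-off was not tested, since there is 1 network per condition.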

How the results depend on the processing

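The alternatives with a cut-off of 2, with no cut-off for long distance interactions, loops and partners, with read-pair weights for domains, with division by all fragments of a bin, with the running median of copy number, with non-adjacent interactions only for copy number, with repeated fragments kept for the peaks, with the other form of the shared set, with the fixed cut-off for the collector's curve and with ribosomal protein genes alone were chosen after the result was seen.

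Of 163 alternatives to the main comparisons, 115 kept their direction and their side of the threshold or moved by less than the counting interval, 33 moved beyond it without a change of direction, 8 reversed, 4 lost and 3 gained a p under 0.05. Of 216 alternatives for single counts and positions, 178 stayed within 1.5 times the main value and 38 did not. The exponential-specific relations with copy number kept their sign and a p under 0.05 under every alternative, although the long distance rho fell to 0.261 at a cut-off of 10. Where values changed below, the cause was not tested unless it is named.

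With a cut-off of 3, the exponential over SHX ratio of long distance interactions was 1.51, the share found in both networks 2.54%, the loop difference 59.9 kb, the SHX ratio of contacts within Ori over within Ter 5.18, the ratio of these ratios 2.85 and the ratio of mean partners 1.21. The ribosomal regions then had 11 read pairs between them in the exponential network and 0 in the SHX network, fewer than random sets (two-sided permutation p = 0.018 and 0.002, partly by construction, since the RNA operons hold few fragments that are not repeated), and 5 of the pairs of SeqA loci listed as exponential-specific were found in the SHX network (p = 0.001, the smallest the rotations allow). The SHX-specific relations with copy number rose to 0.821 for all and 0.792 for long distance interactions.

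With a cut-off of 10, the same quantities were 2.00 (long distance ratio), 27.2% (share in both), 18.4 kb (loops) and 1.10 (partners). Contacts within Ori over within Ter came to 7.56 in the exponential network, and the ratio of ratios to 2.00. Interactions that cross a position, highest over lowest, came to 2.73 and 2.07. The relation of all SHX-specific interactions with copy number reversed to -0.134 and that of the long distance ones fell to 0.0234. The exponential equidistant share was 2.75% (permutation p = 0.4336).

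Without a cut-off, contacts within Ori over within Ter were 5.65 in the SHX network and the ratio of ratios 2.56. The ratio of long distance interactions reversed to 0.936 at a cut-off of 2 and 0.802 without one, the loop difference to -72.7 and -67.7 kb, and the ratio of partners to 0.970 and 0.820.

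Thinning the exponential network to the depth of the SHX network gave 2.06 (long distance ratio), 7.96% (share in both), 80.4 kb (loops) and 1.14 (partners); the construction of this alternative shows that depth accounts for these changes.

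At the main cut-off, an equidistance window of 100 kb gave an exponential share of 5.42% (permutation p = 0.0619). Domains of 250 kb gave 32 and 7.1 for contacts within Ori over within Ter. Weighting by read pairs gave 3.22 and 2.32 for the crossing ratios. The loop difference was -38.1 kb over long distance interactions alone, 0.053 kb for the medians and 4.53 kb weighted by read pairs. Long distance partners alone had a ratio of 2.37. Self-interactions alone gave Ori over Ter copy numbers of 3.48 and 2.11. With the running median of copy number the shared long distance relation was 0.276 (permutation p = 0.0733). In the collector's curve, long distance interactions alone gave 14.3% and 41.8%. A fixed cut-off of 5 gave 35.2% and 37.9% of the non-adjacent and 0.833% and 1.63% of the long distance interactions.

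No paired analysis was possible because the networks combine the replicates and carry no replicate numbers. For the same reason leaving out a replicate, the agreement of replicates and a test per bin with its alternatives were not run. The alternatives for matS sites were not run because no genome sequence was used here. Counting each interaction once gives 0 in every bin of the shared set by construction, so it has no value for peaks J1 to J3. Low counts limit the ligation control of the SHX network: with 4 read pairs of Lambda, a rate of random ligation can hardly be set.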

Differences from the paper's values

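The alternatives named below as chosen later were run after the result was seen.

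For the mean loop length of the exponential minus the SHX network, the paper's value is 98 kb (the paper's standard error 2.064 kb) and the value here is 100.8 kb (standard error 2.33 kb), which counts as a difference because the values lie further apart than the larger standard error. The 95% interval of the value here (96.3 to 105.4 kb) includes the paper's value. All of the alternatives set before the data were examined differ as well: 59.9 kb at a cut-off of 3, 18.4 kb at a cut-off of 10, 80.4 kb thinned to equal depth, -38.1 kb over long distance interactions alone, 0.053 kb for medians and 4.53 kb weighted by read pairs.

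A legend of the paper states equal mean numbers of partners per fragment in the conditions; here the means were 8.08 and 6.88. A cut-off of 2, chosen later, gave a ratio of 0.970.

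The paper describes an equal Ori to Ter copy number ratio in the conditions; the estimates here were 3.70 in the exponential and 2.24 in the SHX network, and 3.48 and 2.11 from self-interactions alone.

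The paper describes SHX-specific interactions and shared long distance interactions as unrelated to copy number. Here rho was 0.370 for all SHX-specific, 0.369 for long distance SHX-specific and 0.298 for shared long distance interactions. At a cut-off of 3 the SHX-specific values were 0.821 and 0.792. At a cut-off of 10 they were -0.134 (permutation p = 0.5022) and 0.0234 (p = 0.7263), values with no relation past the threshold, as the paper describes. With the running median of copy number, chosen later, the shared value was 0.276 (permutation p = 0.0733), also not past it, and the SHX-specific values were 0.128 (permutation p = 0.0022) and 0.303 (p = 0.0065).

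The paper puts the share of interactions detected in a small sample above a common bound in each condition. The share here was 53.2% in the exponential and 75.0% in the SHX network, and no setting run brought the exponential network to that bound.

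Of the 8 peaks the paper marks, I3, I4, I5 and J3 did not stand out (ranks 191, 305 and 103 of 464 bins, and 85 of 442), while I1, I2, J1 and J2 had ranks of 49, 3, 9 and 5. With the running median of copy number, chosen later, I1 and I2 had ranks of 357 and 208. With repeated fragments kept, chosen later, J3 had rank 6. As the difference of the corrected profiles, a form chosen later, J1 and J2 had ranks of 414 and 404.

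The paper contrasts the higher corrected frequency in the Ter domain of the SHX-specific set with the exponential-specific set. Here the Ter over Ori ratio was 1.99 in the SHX-specific and 2.39 in the exponential-specific set. Both came from division by the fragments that take part. For SeqA pairs, the paper describes more links between replichores towards the terminus under SHX, and mostly near-equidistant loci in the SHX-specific and shared sets. Here 4 of 17 SHX-specific and 23 of 48 exponential-specific pairs joined the replichores. Only 1 SHX-specific and 2 of 8 shared pairs did so within 200 kb of equidistant.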

Other observations

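Apart from the tests of depth and of gene families, the tests in this part were chosen after the result was seen.

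The exponential network held more long distance interactions past the cut-off and fewer pairs without one. The larger number of read pairs of the exponential network would make the numbers equal or turn them after thinning. The ratio stayed at 2.06 after thinning, which argues against depth as the whole cause. An effect of SHX and a difference between the libraries in how often one pair of fragments was read stay open, with 1 network per condition.

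Many long distance pairs of fragments had more than 1 read pair. If separate ligation events in proportion to the totals of both fragments gave these repeats, their share would follow the expected density. From the 10% of the exponential pairs with the lowest to the 10% with the highest density, the density rose 28.3 times and the share 1.74 times, which argues against this explanation. One ligation product counted several times is a candidate explanation: of the pRS426 control pairs, 27 had 2 or more read pairs, where independent ligations would give 1.79, with 6 as the highest of 1000 draws. In the SHX network pairs with 8 read pairs (801) also outnumbered pairs with 7 (646). In the exponential network they did not (1776 with 8 and 2047 with 7). How much of the difference between the networks past the cut-off may rest on such repeats was not tested, and an effect of SHX stays open.

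Long distance contacts without a cut-off showed no decay with distance: observed over expected numbers from the totals of 50-kb bins lay between 0.995 and 1.01 from 50 kb upwards in both networks. Random ligation between molecules in proportion to copy number would give this. It would leave no structure shared by both maps, but the residuals of the maps had a Spearman correlation of 0.0348 (p = 0.0319, 93 rotations), and pairs over 100 kb apart were found in both maps 2.56 times as often as random pairing of the fragments predicts. For pairs with 1 read pair in the exponential network this factor was 2.08. These values argue against random ligation as the whole cause. The correlation is weak, so random ligation may still make up most of the long distance read pairs. A biological structure common to both conditions and a bias of single fragments both stay open.

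The ligation controls give no usable rate of random ligation. If they had been present once per genome and were ligated like any fragment end, the pRS426 control would put 431% of the exponential long distance read pairs down to random ligation (95% interval 381% to 487%), which is not possible, and the Lambda control 5.70% of those of the SHX network (1.55% to 14.6%). These assumptions are therefore excluded for pRS426. Which of them fails stays open, and no biological explanation was tested.

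The change of the Ori over Ter contact ratio from SHX to exponential cells, without a cut-off, was 2.56 (95% interval 2.50 to 2.61), and the square of the change of the copy number ratio was 2.73. Their quotient was 0.936, which is consistent with copy number as the main source of the change without a cut-off. Past the cut-off of 5 the change was 3.68, more than the copy numbers give, but it was 2.85 at a cut-off of 3 and 2.00 at a cut-off of 10, so the excess depends on the cut-off. A change in the structure of the origin domain, as the paper considers, stays open.

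The weaker relation of SHX-specific long distance interactions to copy number may come from dividing by the fragments that take part. After division by bin length rho was 0.867, against 0.369. With the divisor kept, a cut-off of 3 gave 0.792, so the cut-off raises the relation without a change of divisor. The divisor may explain part of the weak relation at the main cut-off. Which of the 2 choices matters more stays open, and no biological explanation was tested.

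The peaks of corrected interactions were tested for dependence on a few pairs of fragments. In peaks I1 to I5 no pair of loci held more than 6.18% of the read pairs, which argues against it. In peaks J1 to J3 the top pair of loci held at least 66%, so that a few pairs of fragments may make these peaks. The 10 highest bins of the corrected SHX-specific set were tested for low read density of the bin itself: with the running median of copy number 0 of the 10 stayed among the 10 highest, so that low density of the bin is a candidate explanation for them. The higher mean of this set in the Ter domain did not depend on it, since the Ter over Ori ratio was 2.15 with the running median (95% interval 2.01 to 2.29). The exponential-specific set was raised as well (2.34). Per bin length and before correction, Ori over Ter was 2.07 in the SHX-specific and 3.79 in the exponential-specific set. The copy number ratios were 2.24 and 3.70, so little excess in the Ter domain was left with this divisor. The ratios of 2.15 and 2.34 therefore depended on division by the fragments that take part. Whether SHX adds to them stays open.

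Reads placed at another member of a gene family would join fragments of one family. Families were read from the first letters of gene names, or from both fragments holding ribosomal or transfer RNA. Such pairs held 0.143% of the shared long distance read pairs. Names do not show likeness of sequence, and genes with names in y were left out, so this share cannot decide the question. Misplaced reads, a structure kept in both conditions and fixed junctions stay open.

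With repeated fragments kept, tsx (430202 to 430713 bp), marked as repeated, and glnL (4053522 to 4053537 bp) had the most long distance read pairs, 2608 in the exponential and 1378 in the SHX network, and tsx and glnG (4053195 to 4053237 bp) had 843 and 374.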
